# Conserved chromatin and repetitive patterns reveal slow genome evolution in frogs

**DOI:** 10.1038/s41467-023-43012-9

**Published:** 2024-01-17

**Authors:** Jessen V. Bredeson, Austin B. Mudd, Sofia Medina-Ruiz, Therese Mitros, Owen Kabnick Smith, Kelly E. Miller, Jessica B. Lyons, Sanjit S. Batra, Joseph Park, Kodiak C. Berkoff, Christopher Plott, Jane Grimwood, Jeremy Schmutz, Guadalupe Aguirre-Figueroa, Mustafa K. Khokha, Maura Lane, Isabelle Philipp, Mara Laslo, James Hanken, Gwenneg Kerdivel, Nicolas Buisine, Laurent M. Sachs, Daniel R. Buchholz, Taejoon Kwon, Heidi Smith-Parker, Marcos Gridi-Papp, Michael J. Ryan, Robert D. Denton, John H. Malone, John B. Wallingford, Aaron F. Straight, Rebecca Heald, Dirk Hockemeyer, Richard M. Harland, Daniel S. Rokhsar

**Keywords:** Centromeres, Molecular evolution, Evolutionary genetics, Genome

## Abstract

Frogs are an ecologically diverse and phylogenetically ancient group of anuran amphibians that include important vertebrate cell and developmental model systems, notably the genus *Xenopus*. Here we report a high-quality reference genome sequence for the western clawed frog, *Xenopus tropicalis*, along with draft chromosome-scale sequences of three distantly related emerging model frog species, *Eleutherodactylus coqui*, *Engystomops pustulosus*, and *Hymenochirus boettgeri*. Frog chromosomes have remained remarkably stable since the Mesozoic Era, with limited Robertsonian (i.e., arm-preserving) translocations and end-to-end fusions found among the smaller chromosomes. Conservation of synteny includes conservation of centromere locations, marked by centromeric tandem repeats associated with Cenp-a binding surrounded by pericentromeric LINE/L1 elements. This work explores the structure of chromosomes across frogs, using a dense meiotic linkage map for *X. tropicalis* and chromatin conformation capture (Hi-C) data for all species. Abundant satellite repeats occupy the unusually long (~20 megabase) terminal regions of each chromosome that coincide with high rates of recombination. Both embryonic and differentiated cells show reproducible associations of centromeric chromatin and of telomeres, reflecting a Rabl-like configuration. Our comparative analyses reveal 13 conserved ancestral anuran chromosomes from which contemporary frog genomes were constructed.

## Abstract (web summary)

Frogs are an ancient and ecologically diverse group of amphibians that include important model systems. This paper reports genome sequences of multiple frog species, revealing remarkable stability of frog chromosomes and centromeres, along with highly recombinogenic extended subtelomeres.

## Introduction

Amphibians are widely used models in developmental and cell biology^1–5^, and their importance extends to the fields of infectious disease, ecology, pharmacology, environmental health, and biological diversity^6–10^. While the principal model systems belong to the genus *Xenopus* (notably the diploid western clawed frog *X. tropicalis* and the paleo-allotetraploid African clawed frog *X. laevis*), other amphibian models have increasingly been introduced due to their diverse developmental, cell biological, physiological, and behavioral adaptations^11–21^.

While genome evolution has been extensively studied in mammals^22^ and birds^23,24^, the relative lack of phylogenetically diverse chromosome-scale frog genomes has limited the study of genome evolution in anuran amphibians. Here, we report a high-quality assembly for *X. tropicalis* and three new chromosome-scale genome assemblies for the Puerto Rican coquí (*Eleutherodactylus coqui*), a direct-developing frog without a tadpole stage^16,19^, the túngara frog (*Engystomops pustulosus*), which is a model for vocalization and mate choice^15,18,20^, and the Zaire dwarf clawed frog (*Hymenochirus boettgeri*), which has an unusually small embryo, is a model for regulation of cell and body sizes, and a source of potent host-defense peptides with therapeutic potential^13,17,21^. Genome assemblies are essential resources for further work to exploit the experimental possibilities of these diverse animals. The new high-quality *X. tropicalis* genome upgrades previous draft assemblies^25,26^ and our new genomes complement draft chromosome-scale sequences for the African clawed frog^27^ (*Xenopus laevis*), the African bullfrog^28^ (*Pyxicephalus adspersus*), the Leishan moustache toad^29^ (*Leptobrachium leishanense*), the Ailao moustache toad^30^ (*Leptobrachium* [*Vibrissaphora*] *ailaonicum*), and Asiatic toad^31^ (*Bufo gargarizans*), as well as scaffold- and contig-scale assemblies for other species^32^. The rapidly increasing number of chromosome-scale genome assemblies makes anurans ripe for comparative genomic and evolutionary analysis.

Chromosome number variation among frogs is limited^33–35^. Based on cytological^36,37^ and sequence comparisons^25,27,33,38,39^ most frogs have *n* ~10–12 pairs of chromosomes. A recent meiotic map of the yellow-bellied toad *Bombina variegata* showed that its twelve chromosomes are simply related to the ten chromosomes of *X. tropicalis*^40^. The stability of the frog karyotype contrasts with the more dramatic variation seen across mammals^22,37,41,42^, which as a group is considerably younger than frogs. The constancy of the frog karyotype parallels the static karyotypes of birds^23,43^, although birds typically have nearly three times more chromosomes than frogs, including numerous microchromosomes (among frogs, only the basal *Ascaphus*^44^ has microchromosomes). Despite the stable frog chromosome number, however, fusions, fissions, and other interchromosomal rearrangements do occur, and we can use comparisons among chromosome-scale genome sequences to (1) infer the ancestral chromosomal elements, (2) determine the rearrangements that have occurred during frog phylogeny, and (3) characterize the patterns of chromosomal change among frogs. These findings of conserved synteny among frogs are consistent with prior demonstrations of conservation between *Xenopus tropicalis* with other tetrapods, including human and chicken^25,45^.

Since frog karyotypes are so highly conserved, *X. tropicalis* can be used as a model for studying chromosome structure^40^, chromatin interaction, and recombination for the entire clade. Features that can be illuminated at the sequence level include the structure and organization of centromeres and the nature of the unusually long subtelomeres relative to mammals (frog subtelomeres are ~20 megabases, compared with the mammalian subtelomeres that are typically shorter than a megabase). The extended subtelomeres of frogs form interacting chromatin structures in interphase nuclei that reflect three-dimensional intra-chromosome and inter-chromosome subtelomeric contacts, which are consistent with a “Rabl-like” configuration. As in other animals, subtelomeres of frogs have an elevated GC content and recombination rate. Here we show that the unusually high enrichment of recombination in the subtelomeres likely reflects similar structural and functional properties in other vertebrates, though the quality of the assembly reveals that the length of subtelomeres, expansion of microsatellite repeat sequences by unequal crossing over, and high recombination rates are considerably greater in frogs than in mammals. A strong correlation between recombination rate and microsatellite sequences suggests that unequal crossing over during meiotic recombination is implicated in the expansion of satellites in the subtelomeres. We use Cenp-a binding at satellites to confirm centromere identity and extend the predictive power of the repeat structures to centromeres of other frogs. We address the unusually high recombination rate in subtelomeric regions, correlating with the landscape of base composition and transposons. Over the 200 million years (My) of evolution that we address here, centromeres have generally been stable, but the few karyotypic changes reveal the predominant Robertsonian translocations at centromeric regions; we also document the slow degeneration that occurs to inactivated centromeres and fused telomeres, changes that are obscured in animals with rapidly evolving karyotypes.

## Results and discussion

### High-quality chromosome-scale genome assembly for *X. tropicalis*

To study the structure and organization of *Xenopus tropicalis* chromosomes and facilitate comparisons with other frog genomes, we assembled a high-quality chromosomal reference genome sequence (Supplementary Data 1, Supplementary Fig. 1, and Supplementary Notes 1 and 2) by integrating data from multiple sequencing technologies, including Single-Molecule Real-Time long reads (SMRT sequencing; Pacific Biosciences), linked-read sets (10x Genomics), short-read shotgun sequencing, in vivo chromatin conformation capture, and meiotic mapping, combined with previously generated dideoxy shotgun sequence. New sequences were generated from 17th-generation individuals from the same inbred Nigerian line that was used in the original Sanger shotgun sequencing^45^.

The new reference assembly, version 10 (v10), spans 1448.4 megabases (Mb) and is substantially more complete than the previous (v9) sequence^25^, assigning 219.2 Mb more sequence to chromosomes (Supplementary Table 1). The v10 assembly is also far more contiguous, with half of the sequence contained in 32 contigs longer than 14.6 Mb (in comparison, this N50-length was. 71.0 kilobases [kb] in v9). The assembly captures 99.6% of known coding sequences (Supplementary Table 2 and Supplementary Note 2). We found that the fragmented quality of earlier assemblies was due, in part, to the fact that 68.3 Mb (4.71%) of the genome was not sampled by the 8× redundant Sanger dideoxy whole-genome shotgun dataset^45^ (Supplementary Fig. 2a–c and Supplementary Note 2). These missing sequences are apparently due to non-uniformities in shotgun cloning and/or sequencing (Supplementary Fig. 2d–f). Previously absent sequences are distributed across 140.5k blocks of mean size 485.7 basepairs (bp) (longest 50.0 kb) on the new reference assembly, are enriched for sequences with high GC content (Supplementary Fig. 2g), and capture an additional 6774 protein-coding exons from among 4718 CDS sequences (Supplementary Fig. 2d, e). The enhanced contiguity of v10 is accounted for by the relatively uniform coverage of PacBio long-read sequences along the genome, as expected from other studies^46–49^. Most remaining gaps are in highly repetitive and satellite-rich centromeres and subtelomeric regions (see below) (Supplementary Fig. 2a).

### Additional chromosome-scale frog genomes

To assess the evolution of chromosome structure across a diverse set of frogs, we generated chromosome-scale genome assemblies for three new emerging model species, including the Zaire dwarf clawed frog *Hymenochirus boettgeri* (a member of the family Pipidae along with *Xenopus* spp.), and two neobratrachians: the Puerto Rican coquí *Eleutherodactylus coqui* (family Eleutherodactylidae) and the túngara frog *Engystomops pustulosus* (family Leptodactylidae). These chromosome-scale draft genomes were primarily assembled from short-read datasets and chromatin conformation capture (Hi-C) data (Supplementary Data 1, Supplementary Table 3, and Supplementary Note 3). To further expand the scope of our comparisons, we also updated the assemblies of two recently published frog genomes: the African bullfrog *Pyxicephalus adspersus*^28^, from the neobatrachian family Pyxicephalidae, and the Ailao moustache toad *Leptobrachium* (*Vibrissaphora*) *ailaonicum*^29^, from the family Megophryidae (Supplementary Fig. 3 and Supplementary Note 3). These species span the pipanuran clade, which comprises all extant frogs except for a small number of phylogenetically basal taxa, such as *Bombina*^40^ and *Ascaphus*^50^.

The chromosome numbers of the new assemblies agree with previously described karyotypes for *E. coqui*^51^ (2*n* = 26) and *E. pustulosus*^52^ (2*n* = 22). The literature for *H. boettgeri*, however, is more equivocal, with reports^53,54^ of 2*n* = 20–24. The *n* = 9 chromosomes of our *H. boettgeri* assembly are consistent with our chromosome spreads (Supplementary Fig. 3a). The karyotype variability in the published literature and discrepancy with the karyotypes of our *H. boettgeri* samples may be the result of cryptic sub-populations within this species or segregating chromosome polymorphisms.

### Protein-coding gene set for *X. tropicalis*

The improved *X. tropicalis* genome encodes an estimated 25,016 protein-coding genes (Supplementary Table 4), which we predicted by taking advantage of 8580 full-length-insert *X. tropicalis* cDNAs from the “Mammalian” Gene Collection^55^ (MGC), 1.27 million Sanger-sequenced expressed sequence tags^45^ (ESTs), and 334.5 gigabases (Gb) of RNA-seq data from an aggregate of 16 conditions and tissues^56,57^ (Supplementary Data 1 and Supplementary Note 2). The predicted gene set is a notable improvement on previous annotations, both in completeness and in full-length gene-level accuracy, due in part to the more complete and contiguous assembly (Supplementary Fig. 1, Supplementary Table 2, and Supplementary Note 2). In particular, single-molecule long reads filled gaps in the previous *X. tropicalis* genome assemblies that likely arose from cloning biases in the Sanger sequencing process, encompassing exons embedded in highly repetitive sequences (Supplementary Fig. 2).

A measure of this completeness and the utility of the *X. tropicalis* genome is provided by comparing its gene set with those of vertebrate model systems with reference-quality genomes, including chicken^58^, zebrafish^59^, mouse^60^, and human^61,62^ (Supplementary Fig. 4a–c). Notably, despite the closer phylogenetic relationship between birds and mammals, *X. tropicalis* shares more orthologous gene families (and mutual best hits) with human than does chicken, possibly because of the loss of genomic segments in the bird lineage^23,63^ and/or residual incompleteness of the chicken reference sequence, due to the absence of several microchromosomes^58^. For example, of 13,008 vertebrate gene families with representation from at least four of the vertebrate reference species, only 341 are missing from *X. tropicalis* versus 1110 from chicken (Supplementary Fig. 4a). The current *X. tropicalis* genome assembly also resolves gene order and completeness of gene structures in the long subtelomeres that were missed in previous assemblies due to their highly repetitive nature (Supplementary Fig. 2).

### Protein-coding gene sets for additional frogs

We annotated the new genomes of *E. coqui*, *E. pustulosus*, *H. boettgeri*, and *P. adspersus* using transcriptome data from these species (Supplementary Data 1) and peptide homology with *X. tropicalis* (Supplementary Tables 5 and 6). To include mustache toad in our cross-frog comparisons, we adopted the published annotation from ref. ^29^ (Supplementary Note 3). We found 14,412 orthologous groups across the five genera with OrthoVenn2^64^, including genes found in at least four of the five frog genera represented (Supplementary Fig. 4d). As expected, due to its reference-quality genome and well-studied transcriptome, only 72 of these clusters were not represented in *X. tropicalis* (and only 42 clusters from gene families present in six or more members among a larger set of seven frog species, see Supplementary Fig. 4e); the additional frog genomes each had between 575 and 712 of these genes missing (or mis-clustered), suggesting better than 95% completeness in the other species. For analyses of synteny, we further restricted our attention to 7292 one-to-one gene orthologs that were present on chromosomes (as opposed to unlinked scaffolds) in the “core” genomes *X. tropicalis, H. boettgeri, E. coqui*, *E. pustulosus*, and *P. adspersus*. The total branch length in the pipanuran tree shown in Fig. 1 (including both *X. laevis* subgenomes) is 2.58 substitutions per fourfold synonymous site.

**Fig. 1:**
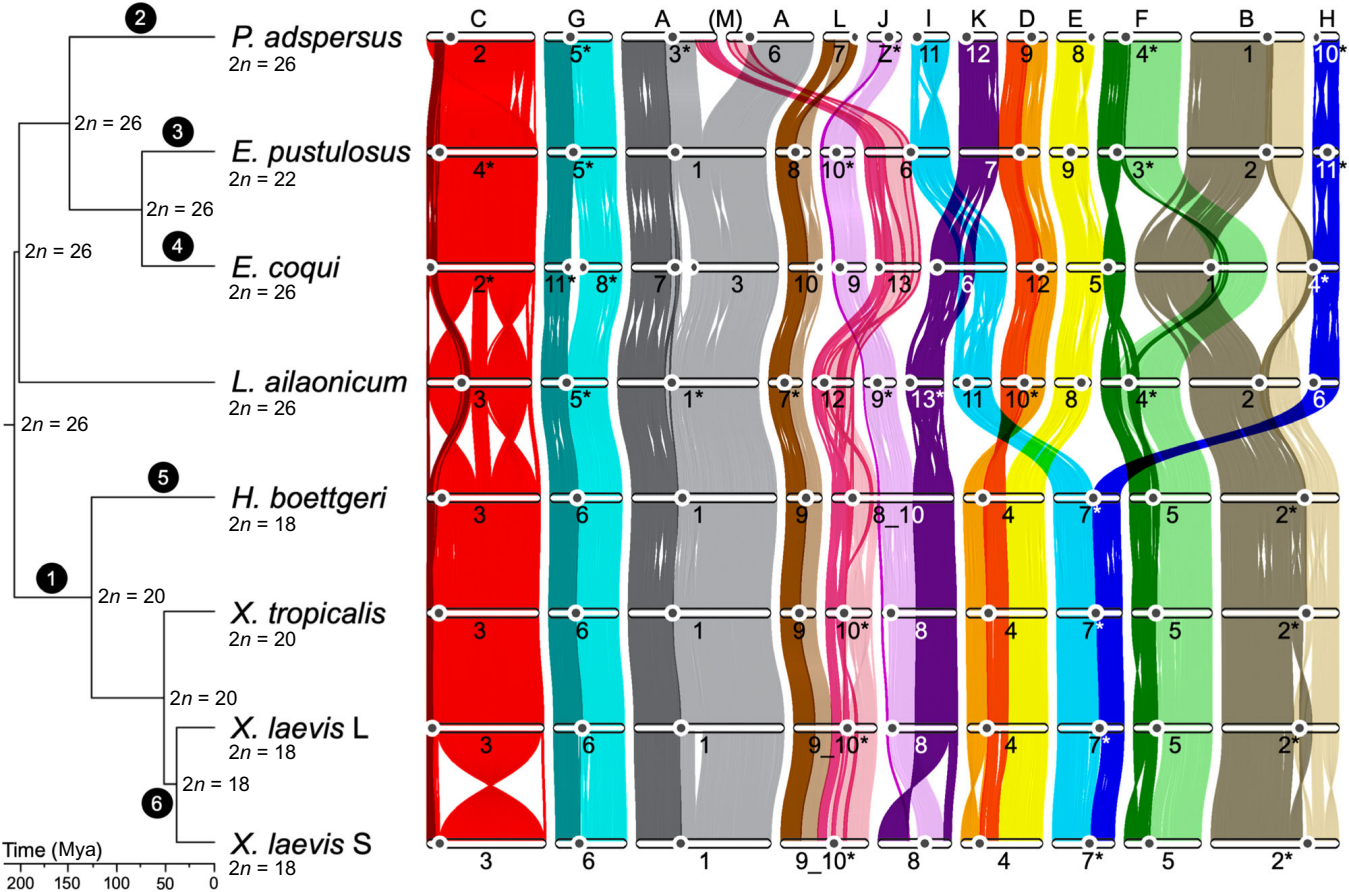
Phylogenetic tree and gene ortholog alignment. The phylogenetic tree of the seven analyzed species, calculated from fourfold degenerate sites and divergence time confidence intervals, drawn with FigTree (commit 901211e, https://github.com/rambaut/figtree): *Xenopus tropicalis*, *X. laevis*, and *Hymenochirus boettgeri* (Pipoidea: Pipidae); *Leptobrachium* (*Vibrissaphora*) *ailaonicum* (Pelobatoidea: Megaphrynidae); *Engystomops pustulosus* (Neobatrachia [Hyloidea]: Leptodactylidae), *Eleutherodactylus coqui* (Neobatrachia [Hyloidea]: Euleutherodactylidae); and *Pyxicephalus adspersus* (Neobatrachia [Ranoidea]: Pyxicephalidae). The ancestral karyotype is labeled at each node on the tree. Black circles with white text refer to chromosome changes summarized in Table 1. The alignment plot was generated with JCVI using the 7292 described chromosome one-to-one gene orthologs from OrthoVenn2, followed by manual filtering of single stray orthologs. The Hi-C-derived centromere position is represented with a black circle on each chromosome. Ancestral chromosomes (A to M) are labeled at the top of the alignment based on the corresponding region in *P. adspersus*. The alignments for each ancestral chromosome are colored uniquely, with those upstream and downstream of the *X. tropicalis* centromeric satellite repeat colored in dark and light shades of the ancestral chromosome color. Chromosomes labeled with asterisks are shown reverse complemented relative to their orientations in the genome assembly. Mya millions of years ago, *n* the haploid chromosome number. Source data are provided as a Source Data file.

### Repetitive landscape

Centromeric and telomeric tandem repeats play a critical role in the stability of chromosome structure^65^. Nonetheless, other kinds of repeats also play a role in the preservation of these important chromosome landmarks^66, 67^. The new *X. tropicalis* v10 assembly captures sequences from centromeres and distal subtelomeres that were fragmented in the previous assemblies^25,45^. The percentage of the genome covered by transposable elements is slightly higher than previously reported^45^ (36.82% vs. 34%) (Supplementary Table 7).

Insertional bias in the pericentromeric regions is observed for specific families of long interspersed elements (LINEs), including the relatively young Chicken Repeat 1 (CR1)^68^ (3.14% of the genome) and the ancient L1 (1.06%) (Fig. 2 and Supplementary Fig. 5). The *X. tropicalis* v10 assembly captures significantly more tandem repeats in the distal subtelomeric portions of the genome relative to earlier assemblies. An exhaustive search for tandem repeats using Tandem Repeats Finder^69^ determined that 10.67% of the chromosomes are covered by tandem arrays consisting of 5 or more monomeric units greater than 10 bp. Many tandem repeat footprints lie in the gaps of previous assemblies^25,45^ (Supplementary Fig. 2). Our new hybrid genome assembly closed many gaps containing centromeric and subtelomeric tandem repeats, and captured numerous subtelomeric genes (Supplementary Fig. 2). The overall repeat landscape derived from the *X. tropicalis* assembly is mirrored in the other frog assemblies, with similar centromeric repeats, and lengthy subtelomeres, as discussed below.

**Fig. 2:**
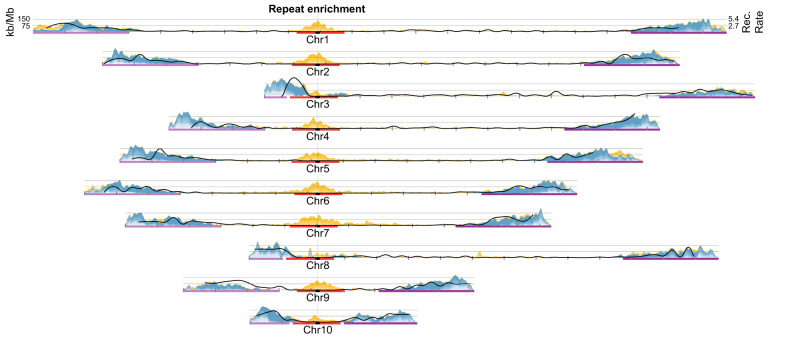
Density of pericentromeric and subtelomeric repeats in *Xenopus tropicalis*. Pericentromeric (red) and subtelomeric (purple) regions were used to obtain enriched repeats, excluding chromosomes with short p-arms (chromosomes 3, 8, and 10). Pericentromeric repeats (yellow) correspond to selected subsets of non-LTR retrotransposons (CR1, L1, and Penelope), LTR retrotransposons (Ty3), and DNA transposons (PiggyBac and Harbinger). Subtelomere-enriched repeats (blue) correspond mainly to satellite repeats and LTR retrotransposons (Ty3, Ngaro). Densities of each repeat type plotted as kb/Mb. Chromosomes are centered by the position of centromeric tandem repeats (black dots). Rates of recombination (Rec. rate) in cM/Mb are shown as solid black lines. Tick marks indicate 10 Mb blocks (Supplementary Fig. 5). kb kilobases, Mb megabases, cM centiMorgans. Source data are provided as a Source Data file.

### Genetic variation

The inbred *X. tropicalis* reference genotype was nominally derived from 17 generations of brother-sister mating, starting with two Nigerian founders. In the absence of selection, this process should lead to an increasingly homozygous genome due to increasing identity by descent of the two reference haplotypes, with residual heterozygosity confined to short blocks totaling a fraction ~1.17 × (0.809)^*t*^ of the genetic map^70^, or 3.2% after *t* = 17 generations of full-sib mating. In contrast, we observe that 11.7% of the genome (125.12 cM out of a total of 1070.16 cM) exhibits residual heterozygosity (Supplementary Fig. 6). While this excess could be explained by balancing selection due to recessive lethals, a more mundane possibility is that some non-full-sib mating occurred during the inbreeding process. Errors early in the inbreeding process would be consistent with the unexpectedly high heterozygosity (~44%) observed in two 13th-generation members of the lineage (Supplementary Fig. 6), which far exceeds the 7.4% theoretical expectation from repeated full-sib mating. The approximately fourfold further reduction from these individuals to our 17th-generation reference, however, is consistent with theoretical expectations in the absence of selection.

Residual blocks of heterozygosity after inbreeding reflect distinct founder haplotypes. Within these blocks, we observe 3.0 single-nucleotide variants per kilobase, which serves as an estimate of the heterozygosity of the wild Nigerian population. To begin to develop a catalog of segregating variation in *X. tropicalis*, we also shotgun-sequenced pools of frogs from the Nigerian and Ivory Coast B populations, which are the two main sources of experimental animals. These two populations have been previously analyzed using SSLP markers^71^. From our light pool shotgun analysis, we identified a total of 6,546,379 SNPs, including 2,482,703 variants in the Nigerian pool and 4,661,928 in the Ivory Coast B pool, with 598,252 shared by both pools, suggesting differentiation between populations (Supplementary Fig. 6 and Supplementary Note 2).

### Conserved synteny and ancestral chromosomes

Comparison of the chromosomal positions of orthologs across seven frog genomes reveals extensive conservation of synteny and collinearity (Fig. 1 and Supplementary Fig. 7a–g). We identified 13 conserved pipanuran syntenic units that we denote A through M (“Methods” and Supplementary Note 4). Each unit likely represents an ancestral pipanuran chromosome, an observation consistent with the 2*n* = 26 ancestral karyotype inferred from cytogenetic comparisons across frogs^36,72^. Over 95% (6952 of 7292) of chromosomal one-to-one gene orthologs are maintained in the same unit across the five frog species, attesting to the stability of these chromosomal elements (Fig. 1). The conservation of gene content per element is comparable to the 95% ortholog maintenance in the Muller elements in *Drosophila* spp^73^. Despite an over twofold difference in total genome size across the sampled genomes, each ancestral pipanuran element accounts for a nearly constant proportion of the total genome size, gene count, and repeat count in each species, implying uniform expansions and contractions during the history of the clade (Supplementary Fig. 7h).

At least some of these pipanuran elements have a deeper ancestry within amphibians. For example, the chromosomes of the discoglossid frog *Bombina variegata* (*n* = 12), an outgroup to the pipanurans, show considerable conservation of synteny with *X. tropicalis* based on linkage mapping^40^. Compared with the pipanuran ancestral elements described here, the nine *B. variegata* chromosomes 2, 3, 4, 5, 6, 8, 9, 10, and 12 correspond to nine pipanuran elements A, B, C, F, G, H, I, E, and J, respectively, extending these syntenic elements to the last common ancestor of *Bombina*+pipanurans (which does not have a common name). The remaining three *B. variegata* chromosomes 1, 7, and 11 are combinations of the remaining four pipanuran elements D, K, L, and M. Similarly, the genome of the axolotl, *Ambystoma mexicanum*, a member of the order Caudata (salamanders and newts) and ~292 million years divergent from pipanurans^74^, also conserves multiple syntenic units with pipanurans (Supplementary Fig. 7i). For example, axolotl chromosomes 4, 6, 7, and 14 are in near 1:1 correspondence with pipanuran elements F, A, B, and K, respectively, although small pieces of F and A can be found on axolotl 10, and parts of B can be found on axolotl 9 and 13. Other axolotl chromosomes are fusions of parts of two or more pipanuran elements. For example, axolotl chromosome 5 is a fusion of a portion of J with most of G; the remainder of G is fused with a portion of L on the q arm of axolotl chromosome 2. Further comparisons are needed to determine which of these rearrangements occurred on the axolotl vs. the stem pipanuran lineage. Genomes from the superfamilies Leiopelmatoidea and Alytoidea, which diverged prior to the radiation of pipanurans, will also be informative.

Chromosomal conserved synteny across pipanuran frogs is comparable to that observed in birds, which have evolved by limited intra-chromosomal rearrangement from an *n* = 40 ancestor^43^, mostly involving fusion of microchromosomes, as we find here for pipanurans (see below). The relative stasis of frog and bird chromosomes is in contrast to the variable karyotypes of mammals, which was first noted by Bush et al.^37^ and is now extensively documented at the level of chromosomal painting^22^ and genome sequence^42^. The reasons for these different modes of evolution remain unclear but are likely related to the difficulty in fixing partial-arm chromosomal rearrangements in large historically panmictic populations due to reduced fertility in translocation heterozygotes, as first noted by Wright^75^. Partial-arm rearrangements, as observed in mammals, can become fixed in populations that are dynamically subdivided by local extinction and colonization, which allows the reduced fertility of translocation heterozygotes to be overcome by genetic drift^76^.

### Chromosome evolution

Block rearrangements of the 13 ancestral elements dominate the evolutionary dynamics of pipanuran karyotypes (Table 1 and Fig. 1). While element C has remained intact as a single chromosome across the group (except for internal inversions), all of the other elements have experienced translocations during pipanuran evolution. During these translocations, the elements have remained intact except for the breakage of elements A and M by reciprocal partial-arm exchange observed in *P. adspersus* chromosomes 3 and 6.

**Table 1:** Organization and conservation of the 13 ancestral chromosomes of pipanuran genomes

Phylogenetic position	Structural event
(1) Stem pipid lineage	J + K → JK
	D. + E. → D.E
	I• + •H → I • H (Rob. fusion)
(2) *P. adspersus* lineage after divergence from *R. temporaria*	A + M → A1.m1 + m2.A2
(3) *E. pustulosus* lineage after divergence from *E. coqui*	M + I → M.I (Rob)
	K + D → K.D (Possible end-end)
(4) *E. coqui* lineage after divergence from *E. pustulosus*	G1 • G2 → G1• + •G2 (Rob. fission)
	A1 • A2 → A1• + •A2 (Rob. fission)
	I + K → I • K (Rob. fusion + inversion)
	E + F1•F2 + B1•B2 + H → E•F1 + F2•B2 + B1•H
(5) *H. boettgeri* lineage after divergence from *Xenopus*	M + J•K → MJK
(6) *X. laevis* progenitor lineage after divergence from *X. tropicalis*	L + M → LM

*Rob* Robertsonian.

Middle-dots (i.e., “•”) represent centromeres. Periods (i.e., “.”) represent translocation breakpoints.

To trace the evolutionary history of centromeres shown in Fig. 1, we inferred their positions using Hi-C contact map patterns, as in *X. tropicalis* (where centromeres were also confirmed by analysis of Cenp-a binding as described below). In general, the pericentromeres of other pipanurans were characterized by the same repetitive element families found in *Xenopus*, further corroborating their identification. Overall, we found broad pericentromeric conservation among the species analyzed (Figs. 1 and 3a).

**Fig. 3:**
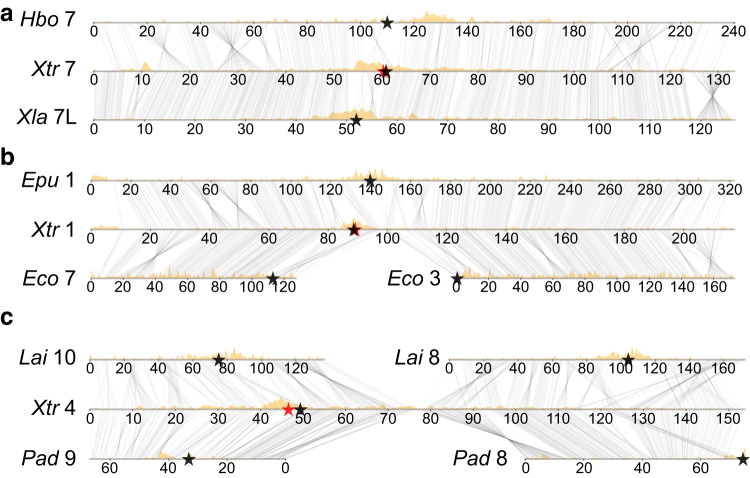
Subtelomeric repeats highlight regions of chromosome fusion. Examples of (**a**) conserved structure and pericentromere maintenance of *H. boettgeri* (*Hbo*), *X. tropicalis* (*Xtr*), and *X. laevis* (*Xla*) chromosomes; **b** a Robertsonian translocation in the lineage leading to *E. coqui* (*Eco*), shown compared with *E. pustulosus* (*Epu*) and *X. tropicalis*; and **c** an end-to-end fusion that occurred in the lineage giving rise to *X. tropicalis* and subsequent pericentromere loss, shown compared with *L. ailaonicum* (*Lai*) and *P. adspersus* (*Pad*). The analyzed species were visualized with a custom script, alignment_plots.py (v1.0, https://github.com/abmudd/Assembly). For each plot, the Hi-C inference-based centromeric regions are depicted with black stars, the *X. tropicalis* centromeric satellite repeat from tandem repeat analysis with a red star (on *X. tropicalis* chromosomes 7 and 1 (**a**, **b**), the stars overlap), the density of L1 repeats per chromosome with gold densities, and the runs of collinearity containing at least one kilobase of aligned sequence between the species with connecting black lines. kb kilobases, Mb megabases. Source data are provided as a Source Data file.

Robertsonian or centric translocations involving breaks and joins near centromeres account for several of the rare rearrangements (Figs. 1 and 3b). For example, element G clearly experienced centric fission in the *E. coqui* lineage. Conversely, I and M underwent centric fusion in the *E. pustulosus* lineage. *E. coqui* has experienced the most intense rearrangement, including Robertsonian fissions of A and G, a Robertsonian fusion of I/K, and a significant series of Robertsonian rearrangements involving B, E, F, and H that resulted in Bprox/H, Bdist/Fdist, and E/Fprox (Table 1 and Supplementary Table 8). (Mechanistically, these “fissions” and “fusions” likely occur by translocations; see ref. ^77^ for a discussion.) Elements I and H form the two arms of a submetacentric chromosome in pipids (Fig. 3a), and therefore the pipid ancestor, but are found as either independent acrocentric chromosomes (e.g., in *P. adspersus* and *L. ailaonicum*) or as arms of (sub)metacentrics formed by centric fusion with other elements (Supplementary Table 8).

We also observed end-to-end “fusions”^78^ of (sub)metacentric chromosomes, for example, the joining of D with K in *E. pustulosus*, and with element E in the common ancestor of pipids (*Hymenochirus* and *Xenopus*) (Figs. 1 and 3c). Since bicentric chromosomes are not stably propagated through mitosis, one of the two ancestral centromeres brought together by end-to-end fusion must be lost or inactivated, as shown in Fig. 3c for the ancient D–E fusion in pipids. We note that the D centromere persists in both end-to-end fusions involving D, suggesting that centromeres derived from different ancestral elements may be differentially susceptible to silencing, although with only two examples this could have happened by chance.

Using the pericentromeric and subtelomeric repeats landscape as a proxy, we found several examples of end-to-end chromosome fusions in which residual subtelomeric signals are preserved near the presumptive junctions (Fig. 3 and Supplementary Fig. 8). These include the end-to-end fusion of *X. tropicalis*-like chromosomes 9 and 10 (elements L and M) to produce the *X. laevis* chromosome 9_10 progenitor that is found in both the L and S subgenomes of this allotetraploid^27^. These *X. laevis* chromosomes display evidence of decaying subtelomeric signatures in the region surrounding the ancestral L–M fusion (Fig. 1 and Supplementary Fig. 8a, b). Similarly, enrichment of subtelomerically-associated repeats is observed in *H. boettgeri* chromosome 8_10 (Supplementary Fig. 8c–e) near the junction between the portions of the chromosome with M and J/K ancestry (the J/K fusion occurred near the base of pipids). In both cases, the centromere from element M (i.e., the centromere in *X. tropicalis* chromosome 9) is maintained after fusion. The inversion of the p-arm from chromosome 8S also has evidence of decaying sequence but the median is less than the median Jukes-Cantor (JC) distance at the chromosome 9_10 fusion, suggesting that the fusion preceded the inversion.

### Rate of karyotype change

The long-range and, in most cases, chromosome-scale collinearity (Supplementary Fig. 7 and Supplementary Table 9) among the frog species we examined, despite a combined branch length of 1.05 billion years (Supplementary Tables 10 and 11), parallels the conserved synteny observed in birds^79^ and reptiles^80^, but differs from the substantial chromosome variation found in mammals^22,41^. Maintenance of collinear blocks may reflect an intrinsically slow rate of rearrangement in frogs, perhaps a consequence of large regions devoid of recombination, or selection favoring retention of specific gene order and chromosome structure related to chromosomal functions. We inferred 8 fusions, 2 fissions, one pairwise, and one four-way reciprocal fusion; counting the last as a composite of three pairwise rearrangements yields a total of 17 translocations (excluding smaller intra-chromosome rearrangements) corresponding to an average rate of one karyotype change every 62 million years (Fig. 1 and Table 1). This rate is similar to the rate of one chromosome number change every 70 to 90 million years as previously proposed for frogs and some mammals^33,37^ but still slower than karyotype change rates for most mammals^81^ and many reptiles^82^. Of course, our rate calculation is based on only seven species, and the rate may vary depending on the species analyzed. Some frog taxa, such as *Eleutherodactylus* spp. (2*n* = 16–32) and *Pristimantis* spp^51^. (2*n* = 22–38), have experienced higher rates of karyotype change. On the other hand, other lineages, such as those leading to *Leptobrachium ailaonicum*, *L. leishanense*^14^, and *Rana temporaria*^83^, have had no detectable inter-chromosome exchange over the past 205 million years (Fig. 1). Nonetheless, this analysis of chromosome variation across the frog lineage is consistent with an overall slow rate of karyotype evolution^84^.

Considering rearrangement rate variation across taxa, we can ask whether any of the individual branches show an unusually high or low number of translocations relative to the overall pipanuran rate. The absolute karyotype stasis of *L. ailaonicum* over ~200 My is only marginally slower than the pipanuran average (two-sided test, *P* = 0.04 under a simple Poisson model of 1 change every 62 My, before family-wise correction for testing of multiple lineages). Conversely, the *E. coqui* lineage has experienced six translocations during a time interval in which only one rearrangement would be expected. This is a significant enrichment relative to the Poisson model (*P* = 1 × 10^−3^) and is the only branch on which the constant rate hypothesis is rejected. Notably, *Euleutherodactylus* is the most karyotypically variable frog genus, suggesting possible ongoing karyotypic instability^84,85^.

Regarding chromosome stability, our collection only includes one example in which a chromosome arm is disrupted by translocation; all other changes are either Robertsonian (involving breaks near a centromere) or end-to-end (near a telomere). This observation allows us to reject (*P* < 4 × 10^−4^) a simple random break model, under which we would expect ~12.3 chromosome arms to be broken across our phylogeny (Supplementary Note 4). This suggests that centromeric and telomeric regions are more prone to breakage, and/or breaks within chromosome arms are selected against. The latter model is consistent with a reduced probability of fixation of reciprocal (partial-arm) translocations due to selection against reduced fertility in heterozygotes^75^, which can be overcome by genetic drift under some conditions^76^.

### Centromeres, satellites, and pericentromeric repeats

The stasis of *Xenopus* chromosomes relative to other frogs (see above) allows us to examine the repetitive landscape of chromosomes that are not frequently rearranged by translocation and may be approaching a structural equilibrium. Vertebrate centromeres are typically characterized by tandem families of centromeric satellites (e.g., the alpha satellites of humans) that bind to the centromeric histone H3 protein, Cenp-a, a centromere-specific variant of histone H3^65,86^. Cenp-a binding satellites have been described in *X. laevis*^87^, and here we find distantly related *X. tropicalis* satellite sequences that also co-precipitate with Cenp-a. Thus, chromatin immunoprecipitation and sequencing (ChIP-seq) shows that Cenp-a binding coincides with the predictions of centromere positions derived from chromatin conformation analysis and repetitive content (Supplementary Figs. 5a–c and 9a–c and Supplementary Tables 12 and 13). 

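To map Cenp-a binding, native chromatin of *X. tropicalis* XTN-6 cells, a cell line that was established from dissociated embryos, was digested to mononucleosomes with micrococcal nuclease (MNase), immunoprecipitated without crosslinking and sequenced as read pairs. The antibody was raised against *X. laevis* Cenp-a and cross-reacts with the *X. tropicalis* protein. Antibodies against histones H3 and H4 pulled down bulk nucleosomes, rabbit IgG measured unspecific pull-down, and the input was a sample of the same chromatin taken after preclearing. There are 11 libraries: Cenp-a and input in replicates 1, 2 and 3, H3 in replicates 2 and 3, IgG in replicates 2 and 3, and H4 in replicate 1. The paper describes the replicates as technical, whereas the deposited sample labels call them biological, so their spread need not cover differences between separate cultures. The labels also give whole tadpoles beside XTN-6 cells as the material, and the paper's description is followed here. The authors trimmed the reads, aligned them with minimap2 to the unmasked v10 genome and deposited the raw number of reads in each non-overlapping 10-kb bin, counted with deepTools at any mapping quality. Reads from near-identical satellite copies can therefore be placed in any of these copies, which leaves the amount of signal at each single array uncertain. The table holds 145051 bins, of which 144914 lie on chromosomes 1 to 10 and 137 on unplaced scaffolds.

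The counts summed over all bins were 53491615, 13576415 and 229872947 in Cenp-a replicates 1, 2 and 3, and 59563801, 42471017 and 78281804 in the inputs of the same replicates. H3 had 64456099 counts in replicate 2 and 45198397 in replicate 3, H4 had 52219796 in replicate 1, and IgG had 4053600 in replicate 2 and 107881690 in replicate 3. The median bin held 24 counts in the shallowest library, IgG replicate 2, and 1371 counts in the deepest, Cenp-a replicate 3. As in the paper, counts were scaled by the total on the chromosomes of each library. Groups were compared bin by bin with edgeR's quasi-likelihood test with the replicate as a block, since the study compared a ChIP library with the input of its replicate, over bins with at least 10 counts in at least 50% of the libraries compared. A bin was called at a Benjamini-Hochberg adjusted p-value under 0.05 and a difference of at least 5-fold, the limits that the study used for its peaks. Called bins at most 200 kb apart were joined, and the group of bins with the largest excess of Cenp-a over input on a chromosome is its main cluster.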

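Of the 144609 bins tested, 77 were called higher in Cenp-a than in input and 1 lower, with log2 fold changes of the higher bins from 2.33 to 5.20 and standard errors from 0.10 to 0.29. The largest adjusted p-value among the higher bins was 2.16e-09 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 libraries per group). The count depends most on the fold limit. At least 2-fold gave 130 higher and 25 lower bins, and with no fold minimum, a setting chosen after the data were seen, 5519 were higher and 7906 lower. Against the bulk nucleosomes (H4 replicate 1 and H3 replicates 2 and 3) 62 bins were called higher in Cenp-a, and all 62 were also among the 77 called against input. These comparisons share the Cenp-a libraries, so the overlap is not independent evidence. In simulated unchanged groups with the same sharing 0 bins were called in both. This does not test the overlap, because at these limits 0 unchanged bins were called in either comparison of simulated data.

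Every one of the 10 chromosomes had a main cluster, and the clusters held 75 of the 77 higher bins (97.4%). Positions are on the v10 assembly. The main cluster of chromosome 1 lay from 89207366 to 89237365, that of chromosome 2 from 67455402 to 67565401, that of chromosome 3 from 16700983 to 16770982 and that of chromosome 4 from 46563929 to 46593928. On chromosome 5 it lay from 61984911 to 62044910, on chromosome 6 from 73065893 to 73115892 and on chromosome 7 from 60264911 to 60514910. It lay from 21351474 to 21521473 on chromosome 8, from 42103438 to 42153437 on chromosome 9 and from 21191474 to 21271473 on chromosome 10. The clusters spanned 30 to 250 kb and held 3 to 15 called bins each. Their centres lay at 10.9% of the chromosome length on chromosome 3 and 14.6% on chromosome 8, and between 30.3% on chromosome 4 and 47.3% on chromosome 6 elsewhere. The RefSeq annotation places no gene in 8 of the 10 clusters. A long noncoding RNA gene, LOC116406480 (46563021 to 46564076), overlaps the cluster of chromosome 4, and a protein-coding gene, LOC108647623 (62043394 to 62044416), lies in that of chromosome 5.

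The highest bin overall, on chromosome 3 from 16710983 to 16720982, had a log2 fold change of 5.20 (standard error 0.16) over input. The highest bin of the other clusters ranged from 2.92 (standard error 0.13) on chromosome 1 to 4.27 (standard error 0.16) on chromosome 7. That of chromosome 8, from 21411474 to 21421473, rests on 2, 18 and 28 input counts in replicates 1, 2 and 3, and its log2 fold change of 3.69 has the largest standard error, 0.29. DESeq2 gave no adjusted p-value for this bin. When each replicate was taken alone, the bin with the largest ratio of Cenp-a to input on a chromosome lay in the main cluster in all 30 cases, and it was the same bin in all 3 replicates on 6 chromosomes and at most 40 kb away on the others. The main clusters were called from the same replicates, so the 30 cases are not independent of them.

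The main clusters make up 0.0621% of the bins on chromosomes and held 1.55% ± 0.34 (SD, n = 3) of the Cenp-a counts against 0.183% ± 0.011 (SD, n = 3) of the input counts. The ratio of Cenp-a to the input of the same replicate was 11.0, 6.32 and 8.35 in replicates 1, 2 and 3 (mean 8.56 ± 2.34, SD). All 3 ratios lie above 1, but an exact sign-flip test over 3 pairs cannot give a two-sided p below 0.25, the value found. With clusters defined from the other 2 replicates only, the mean ratio was 8.60. By chromosome it ranged from 5.22 ± 1.05 (SD, n = 3) on chromosome 7 to 15.6 ± 5.00 (SD, n = 3) on chromosome 10. Joined clusters can include bins that were not called. On chromosome 7, 15 of 25 bins were called, and on chromosome 10, 5 of 8. Joined at 50 kb, the cluster of chromosome 7 ended at 60394910 with 13 called bins, so its low rank may rest on the joining distance. Reads that could be placed in several arrays limit the comparison between chromosomes. The input itself was 1.82 to 5.26 times the median bin in these clusters. From the position of the Cenp-a signal on the chromosomes, beside the positions inferred from Hi-C contacts and from repeats, the paper concludes that Cenp-a binding coincides with the predicted centromeres.

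**Figure D1:**
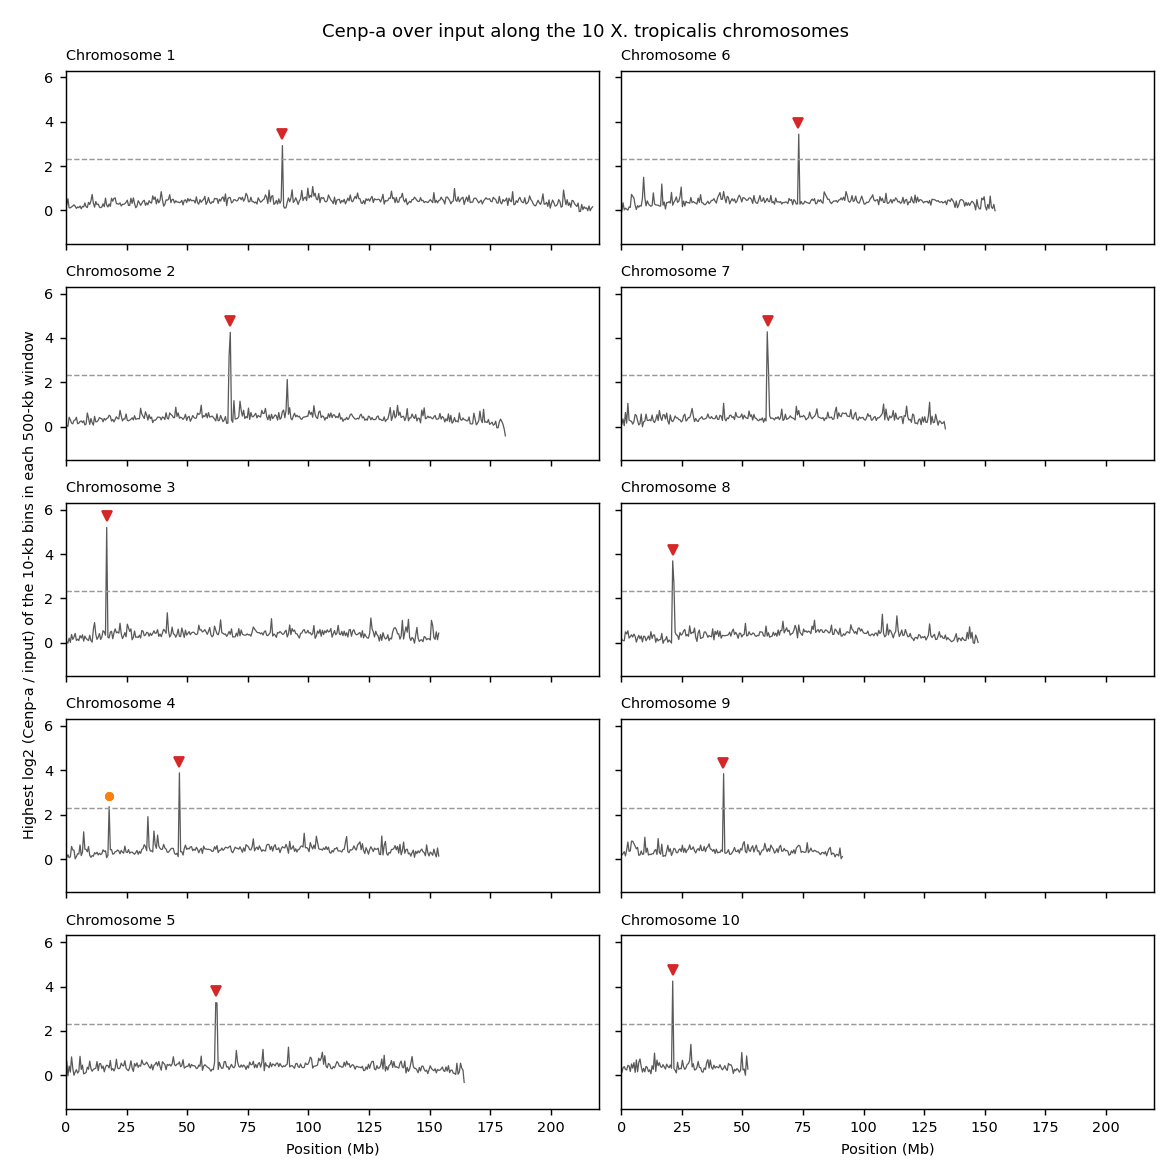
Cenp-a over input along the 10 chromosomes. The horizontal axis is the position in Mb and the vertical axis the highest log2 ratio of Cenp-a to input among the 10-kb bins of each 500-kb window, from the fit over 3 replicates. The dashed line marks 5-fold, red triangles mark the main cluster of each chromosome and the orange circle marks 2 called bins outside the main cluster of chromosome 4. Each chromosome has 1 main peak, with the highest at 5.20 on chromosome 3.

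**Figure D2:**
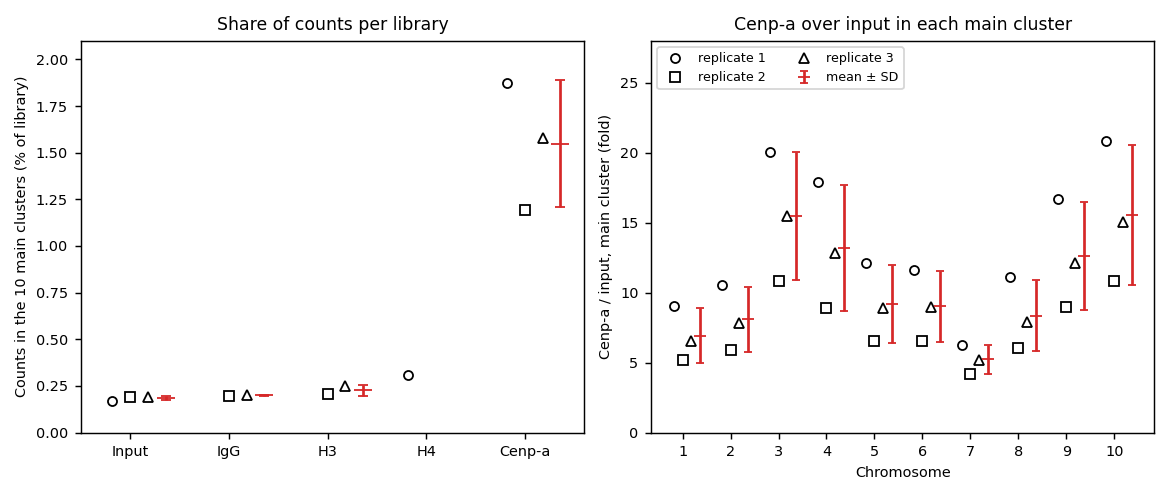
Counts in the main clusters. The left panel gives the percentage of each library's counts in the 10 main clusters, by library type, and the right panel the ratio of Cenp-a to the input of the same replicate in each main cluster, by chromosome. Circles, squares and triangles are replicates 1, 2 and 3, and red bars are the mean ± SD where there is more than 1 library. The 3 Cenp-a libraries lie above all other libraries, and replicate 2 has the lowest ratio on all 10 chromosomes.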

Importantly, this concordance supports the prediction of centromere position for other species that we infer below. The Cenp-a-bound sequences are arrays of 205-bp monomers that share a mean sequence identity greater than 95% at the nucleotide level, with a specific segment of the repeating unit showing the greatest variability (Supplementary Fig. 9d, e). The *X. tropicalis* centromere sequence is different from centromeric-associated repeats found in *X. laevis*^87,88^, suggesting the sequences evolve rapidly after speciation but are maintained across chromosomes within the species.

All pericentromeric regions of (sub)metacentric *X. tropicalis* chromosomes are enriched in retrotransposable repetitive elements (15 Mb regions shown in Fig. 2). In other vertebrate species and *Drosophila*, retrotransposable elements from the pericentromeric regions are involved in the recruitment of constitutive heterochromatin components^89,90^. Among the pericentromerically-enriched repeats we identified specific families belonging to LTR retrotransposons (Ty3), non-LTR retrotransposons (CR1, Penelope, and L1), and DNA transposable elements (PIF-Harbinger and piggyBac families) (Fig. 2 and Supplementary Fig. 5). CR1 (CR1-2_XT) is the most prevalent and among the youngest of all pericentromeric retrotransposons (mean Jukes-Cantor (JC) distance to consensus of 0.05). In contrast, L1 and Penelope types have a mean JC greater than 0.4 (Supplementary Fig. 5). The age of the repeats, indirectly measured by the JC distance, suggests that pericentromeric retrotransposons have experienced different bursts of activity and tendency to insert near the centromere. Expression of active retrotransposons and random insertion can compromise chromosome stability, and because silencing of these is crucial, genomes develop mechanisms to rapidly silence them. Such insertions may be positively selected, and therefore amplified, to establish pericentromeric heterochromatin, but may be counter-selected when they insert in gene-rich chromosome arms.

### Recombination and extended subtelomeres

With chromosome sequences in hand, we studied the distribution of recombination along *X. tropicalis* chromosomes using a previously generated Nigerian-Ivory Coast F_2_ cross^25^ (Supplementary Note 5 and Supplementary Data 2). Half of the observed recombination is concentrated in only 160 Mb (11.0% of the genome) and 90% of the observed recombination occurs in 540 Mb (37.3%). In contrast, the extended central regions of each chromosome are “cold,” with recombination rates below 0.5 cM/Mb and that are often indistinguishable from zero in our data (Supplementary Fig. 10a, b and Supplementary Table 14). Strikingly, we find that (sex-averaged) recombination is concentrated within just 30 Mb of the ends of each chromosome and occurs only rarely elsewhere (Supplementary Fig. 10a). The regions of the subtelomeres experiencing high recombination are nearly sixfold longer than in non-amphibian genomes^91,92^. The rates of recombination in *Xenopus* subtelomeres were not previously determined, since the repeat-rich subtelomeres were absent from earlier assemblies, and markers present in those regions showed insufficient linkage to be incorporated into linkage maps^25^.

Elevated rates of recombination near telomeres and long central regions of low recombination have been observed in the macrochromosomes of diverse tetrapods, including birds^92,93^, snakes^94^, and mammals^95–97^. This pattern appears to be independent of the involvement of the chromatin modifier PRDM9 in defining recombination hotspots^98^ since dogs lack PRDM9 but show the same pattern, with elevated recombination in promoter regions and around CpG islands^96^. Conversely, snakes possess the *prdm9* gene but also show hotspots of recombination concentrated in promoters and functional regions^94^. Since amphibians lack the *prdm9* gene^99^, we further analyzed the genomic features that colocalized in subtelomeric regions prone to recombination.

To assess sequence features associated with enriched recombination, we focused on the extended subtelomeres, defined as the terminal 30 Mb of all (sub)metacentric chromosomes and the terminal 30 Mb excluding the 15 Mb surrounding the pericentromeric regions of acrocentric chromosomes (3, 8, and 10) (Fig. 2). The median recombination rate in the extended subtelomeres (1.72 cM/Mb) is over tenfold higher than the median rate observed in the rest of the chromosome arms (0.14 cM/Mb) (two-sample Kolmogorov–Smirnov test, two-sided, Hochberg-corrected *P* = 5.2 × 10^−321^) (Supplementary Fig. 10c and Supplementary Note 5). The recombination rate in the 5-Mb region surrounding the centromeric tandem repeats is even lower (0.01 cM/Mb). Since constitutive heterochromatin in pericentromeric regions is known to repress recombination, this observation is expected (reviewed in refs. ^100,101^). However, the centromeres of acrocentric chromosomes lie within 30 Mb of telomeres and preclude the presence of extended subtelomere-associated repeats (Fig. 2 and Supplementary Fig. 11).

We examined the relationship between rates of recombination against repetitive elements and sequence motifs associated with recombination hotspots in other vertebrate species (Supplementary Fig. 12a and Supplementary Table 14). Similar to chicken and zebra finch, recombination is the highest in subtelomeres and positively correlates with GC content^92,93,102^, which is consistent with GC-biased gene conversion^83,103,104^ in recombinogenic regions (median GC = 42.5% in the 74 Mb in which half of the recombination occurs) vs. the non-recombinogenic centers of chromosomes (median 38.8%). As in zebra finch (Supplementary Fig. 13), recombination in *X. tropicalis* is strongly correlated with satellite repeats (Pearson’s correlation, *r* = 0.68, *R*^2^ = 0.457). The high density of satellite repeats (Supplementary Table 15) in highly recombinogenic subtelomeric regions suggests that unequal crossing over during meiotic recombination mediates tandem repeat expansions^105,106^. Notably, in the extended subtelomeric regions tandem repeats are enriched in specific tetrameric sequences (TGGG, AGGG, and ACAG) compared to non-tandem repeats (Supplementary Fig. 12b). In contrast, centromeric tandem repeats are completely devoid of these short sequences.

Some of the tandem arrays enriched in the terminal 30 Mb of all chromosomes derive from portions of transposable elements, such as SINE/tRNA-V, LINE/CR1, DNA/Kolobok-2 (Supplementary Fig. 11 and Supplementary Table 16). For example, the minisatellite expansion that arose from the family of SINE/tRNA-V present in the pipid lineage^107^ amplified a 52-bp portion of the 3’UTR-tail from the SINE/tRNA-V element in *Xenopus tropicalis* and other frog species (Supplementary Table 17). Although intact SINE/tRNA-V elements are distributed throughout the genome, the minisatellite fragment is only expanded in subtelomeric SINE/tRNA-Vs, suggesting that recombination in subtelomeres has driven minisatellite expansion (Supplementary Figs. 11 and 14). Interestingly, although the satellite expansions are similar in *X. laevis* and *X. tropicalis*, they differ in other frogs, suggesting that different satellite expansions can occur repeatedly during the maintenance of the long subtelomeric regions (see below).

We hypothesize that the high rate of recombination in the extended subtelomeres of frog chromosomes drives tandem repeat expansion through illegitimate homologous recombination and, in the process, increases GC content (Supplementary Fig. 14d, e). Unfortunately, it is difficult to resolve cause and effect with observational data, and we cannot rule out the alternative hypothesis that meiotic recombination is promoted by preferential DNA breakage at short sequence motifs (Supplementary Fig. 12b), which is then repaired by homologous recombination.

### Chromatin conformation correlates with cytogenetic features

To further refine our understanding of chromosome structure in *X. tropicalis*, we studied chromatin conformation capture (“Hi-C”) data from nucleated blood cells. These experiments link short reads representing sequences in close three-dimensional proximity^108^. Figure 4 shows mapped Hi-C read pairs for chromosomes 1 and 2, with different minimum mapping quality thresholds above and below the diagonal (Supplementary Fig. 1e and Supplementary Note 5). We consistently observe a “wing” of intra-chromosome contacts transverse to the main diagonal, which (1) intersects the main diagonal near the cytogenetically defined Cenp-a-binding centromere, and (2) indicates contacts between p and q-arms (Supplementary Figs. 1e and 15). These observations imply that interphase chromosomes are “folded” at their centromeres, with contacts between distal arms. We also observe enriched inter-chromosome contacts among centromeres and among chromosome arms along a centromere-to-telomere axis, suggesting that chromosomes are organized in a polarized arrangement in the nucleus (Supplementary Figs. 9a and 15 and Supplementary Table 18). Notably, the correlation between centromere position and the observed intra-chromosome folding and inter-chromosome contacts at centromeres allows us to use Hi-C analysis and principal component analysis (PCA) of intra- and inter-chromosome contacts^109^ to infer the likely centromeric positions based purely on Hi-C data in frogs whose cytogenetics are less well-studied (see below).

**Fig. 4:**
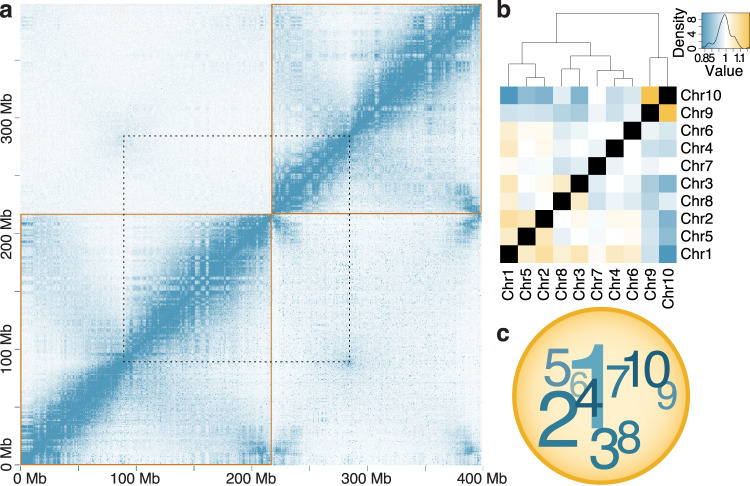
Organization of *X. tropicalis* chromosomes into Rabl-like configuration and distinct nuclear territories. **a** Hi-C contact matrices for chromosomes 1 and 2 (lower-left and upper-right gold boxes, respectively) showing features of the three-dimensional chromatin architecture within *X. tropicalis* blood cell nuclei. Blue pixels represent chromatin contacts between *X*–*Y* pairs of 500 kb genomic loci, with intensity proportional to contact frequency. Hi-C read pairs are mapped stringently (MQ ≥ 30) above the diagonal and permissively (MQ ≥ 0) below the diagonal. The characteristic A/B-compartment (“checkerboard”) and Rabl-like (“angel wing”) interarm contact patterns within each chromosome are evident. Above the diagonal, an increased frequency of interchromosomal chromatin contacts is observed between pericentromeres (connected by dotted lines) and between chromosome arms (Supplementary Tables 18, 19, and 21), suggesting a centromere-clustered organization of chromosomes in a Rabl-like configuration. Below the diagonal, high-intensity pixels near the ends of chromosomes not present above the diagonal suggest a telomere-proximal spatial bias in the distributions of similar genomic repeats. See Supplementary Fig. 1e for a plot showing all chromosomes. **b** Chromosome territories within the nucleus. Yellow, white, and blue colors indicate the normalized relative enrichment, parity, and depletion of chromatin contacts between non-homologous chromosomes (Supplementary Tables 21 and 22). For example, chromosome 1 exhibits higher relative contact frequencies with all chromosomes except chromosomes 7, 9, and 10, which are generally depleted of contacts except among themselves (MQ ≥ 30; *χ*^2^ (81, *n* = 24,987,749) = 3,049,787; Hochberg-corrected *P* < 4.46 × 10^−308^; Relative range: 0.82774–1.16834). Note, due to the inbred nature of the Nigerian strain, contacts could not be partitioned by haplotype, and so the results reported here represent chromosomal averages. **c** Schematic representation of chromosome territories from (**b**). The size of each chromosome number is approximately proportional to the number of enriched interactions. Darker and lighter colors indicate chromosomes nearer and more distant to the reader, respectively. Mb megabases, MQ mapping quality. Source data are provided as a Source Data file.

Taken together, these intra- and inter-chromosome contacts in *Xenopus* blood cells are consistent with a Rabl-like (Type-I^110^) chromosome configuration^111, 112^. Such associations among centromeres and among telomeres, first observed in salamander embryos^111^, have been observed in other animals^110,113–117^, fungi^110,118,119^, and plants^109,110,120–122^. Outside of mammals, Rabl-like contacts have been observed in a wide diversity of taxa. Hoencamp et al.^110^. surveyed 24 plant and animal species using Hi-C and observed Rabl-like patterns in 14 (58.3%) of them. Out of seven vertebrates sampled, however, only *Xenopus laevis* fibroblasts showed a Rabl-like pattern. We note that Hi-C patterns can depend on cell type, cell cycle stage, and developmental time; and while Rabl-like Hi-C patterns are often absent from tissue samples used in mammalian genome sequencing projects, they have been observed in studies of mouse and human cell lines (Supplementary Note 5).

In *X. tropicalis*, this configuration is understood to be a relict structure from the previous mitosis^123,124^ in which the chromosomes have become elongated and telomeres clustered on the inner nuclear periphery. Dernburg and colleagues^125^ reasoned that the Rabl configuration observed in *Drosophila* embryonic nuclei^126,127^ is a result of anaphase chromosome movement and, due to their rapidly dividing nature, such chromosomes are unable to “relax” into a diffused chromatin state. Consistent with this, we find that Rabl-like chromosomal interarm contacts in early frog development (NF stages 8–23) appear more tightly constrained (mean ± SEM: sum of squared distances [SSD] 1.384 ± 0.066, centromere-to-telomere-polar interarm contact enrichment [CTP] 2.492 ± 0.179) in these rapidly dividing cells. Notably, more specialized (liver and brain) *X. tropicalis* adult tissues, except for blood cell nuclei (SSD 1.465, CTP 1.813), show less chromosomal interarm constraint (mean ± SEM: SSD 5.233 ± 1.258, CTP 1.362 ± 0.153) (Supplementary Fig. 16, Supplementary Table 19, and Supplementary Note 5). Although it is possible that some amount of Hi-C signal may be due to residual incompleteness in the assembly and concomitant mismapping of reads to repeat sequences, these observations are robust to quality filtering, even when using single-copy sequences. Furthermore, such contacts are similarly weak in sperm cells^16^ (SSD 6.285, CTP 1.056), a control that argues strongly against sequence mismapping artifacts (Supplementary Note 5). As noted above, the presence and strength of Rabl-like configurations vary depending on the tissue, cell type, and developmental time. Such variability highlights the need to sample a broader diversity of tissues and time points to characterize completely the Rabl-like chromosome structures in *X. tropicalis*.

### Chromatin compartments

Chromatin contacts in human^108,128,129^, mouse^129^, chicken^130^ and other phylogenetically diverse species^131–133^ often show a characteristic checkerboard pattern that is superimposed on the predominant near-diagonal signal. This pattern implies an alternating A/B-compartment structure with enriched intra-compartment contacts within chromosomes (Fig. 5a), which has been linked with G-banding in humans^134^. *X. tropicalis* also exhibits an A/B-compartment pattern, which emerges as alternating gene-rich (“A”) and gene-poor (“B”) regions (median 19.99 genes/Mb and 9.99 genes/Mb, respectively) (Fig. 5b). Despite their twofold difference in gene content, A and B-compartment lengths are comparable, with approximately exponential distributions (Supplementary Fig. 17). The arithmetic mean sizes are A = 1.32 Mb, B = 1.48 Mb; the corresponding geometric means (i.e., the exponential of the arithmetic mean of logarithms of lengths) are somewhat shorter (A = 0.807 Mb, B = 0.946 Mb). A/B compartments are also differentiated by repetitive content^129^, with A-compartment domains showing slight enrichment (1.21–1.44-fold) in DNA transposons of the DNA/Kolobok-T2, DNA/hAT-Charlie, and Mariner-Tc1 families. B-compartment domains had significantly higher enrichment for DNA transposons (DNA/hAT-Ac, Mar-Tigger) and retrotransposons (Ty3/metaviridae and CR1), among other repeats (1.12–2.11-fold) (Fig. 5c, Supplementary Table 20). The association between repeats overrepresented in A and B compartments is also captured in one of the principal components obtained from the repeat densities of all chromosomes (Supplementary Note 5); we detect a modest negative correlation (Pearson’s *r* = −0.44) between A/B compartments and the third principal component obtained from the repeat density matrix (Supplementary Fig. 5b). The association between chromatin condensation and repeat type could be due to a preference for certain transposable elements to insert in specific chromatin contexts, or chromatin condensation to be controlled, in part, by transposable element content, or a combination of these factors. However, we were unable to find any correlation of A/B compartments with the G-banding of condensed chromosomes in *X. tropicalis*^135,136^.

**Fig. 5:**
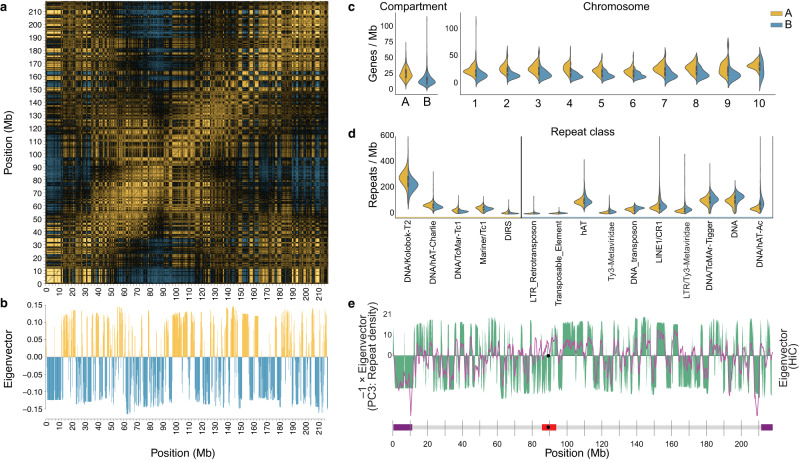
A/B-compartment structure and gene/repeat densities. **a** Correlation matrix of intra-chromosomal Hi-C contact densities between all pairs of nonoverlapping 250 kb loci on chromosome 1. Yellow and blue pixels indicate correlation and anti-correlation, respectively, and reveal which genomic loci occupy the same or different chromatin compartment. Black pixels indicate weak/no correlation. **b** The first principal component (PC) vector revealing the compartment structure along chromosome 1, obtained by singular value decomposition of the correlation matrix in panel **a**. Yellow (positive) and blue (negative) loadings indicate regions of chromosome 1 partitioned into A and B compartments, respectively. **c** Gene density (genes per megabase) distributions in A (yellow) vs. B (blue) compartments genome-wide and per chromosome. Sample sizes and significance statistics provided in Supplementary Table 20. **d** Repeat classes significantly enriched by density (repeats per megabase) in A (yellow) vs. B (blue) compartments. Sample sizes and significance statistics provided in Supplementary Table 20. Each boxplot summarizes the combined (A + B) density distribution (*Y*-axis) per class (*X* axis); lower and upper bounds of each box (black) delimit the first and third quartiles, respectively, and whiskers extend to 1.5 times the interquartile range, while the median per class is represented as a filled white circle. **e** The PC3 loadings (purple line) from the repeat density matrix inversely correlate with alternating A/B-compartment loadings (green) for chromosome 1. See Supplementary Fig. 5b for all chromosomes. Purple rectangles plotted on the *X* axis denote subtelomeric regions, the red rectangle spans the pericentromere, and the black point marks the median centromere-associated tandem repeat position. Mb megabases. Source data are provided as a Source Data file.

### Higher-order chromatin interactions

Chromatin conformation contacts also provide clues to the organization of chromosomes within the nucleus. We observe non-random (*χ*^2^ (81, *n* = 24,987,749) = 3,049,787; Hochberg-corrected *P* < 4.46 × 10^−308^) associations between chromosomes in blood cell nuclei (Fig. 4b and Supplementary Tables 21 and 22): (a) chromosome 1 is enriched for contacts with chromosomes 2–8 (mean 1.05× enrichment), and depleted of contacts with 9 and 10 (mean 0.89×); (b) among themselves, chromosomes 2–8 show differential contact enrichment or depletion; and (c) chromosomes 9 and 10 are enriched (1.17×) for contacts with one another, but are depleted of contacts with all other chromosomes. These observations suggest the presence of distinct chromosome territories^111,137–139^, where chromosomes 2–8 are localized more proximal to—and arrayed around—chromosome 1, with chromosomes 9 and 10 relatively sequestered from chromosome 1 (Fig. 4c). The contact enrichment between chromosomes 9 and 10 is particularly notable because these short chromosomes (91.2 and 52.4 Mb, respectively) have become fused in the *X. laevis* lineage^140^, which might have been enabled by their persistent nuclear proximity^141–143^.

Between chromosomes, p-p and q-q arm interactions exhibit a small but significant enrichment (1.059× enrichment; *χ*^2^ (1, *n* = 24,786,496) = 17,037; Hochberg-corrected *P* < 4.46 × 10^−308^) over p-q arm contacts. This is a general feature of (sub)metacentric chromosomes observed in other frog genomes (Supplementary Table 21), except *E. coqui* (0.928× enrichment; *χ*^2^ (1, *n* = 6,850,547) = 3,914; Hochberg-corrected *P* < 4.46 × 10^−308^), the chromosomes of which appear predominantly acrocentric or telocentric. Finally, the p-arms of chromosomes 3, 4, 8, and 9 are enriched for contacts with both p and q-arms of chromosome 10, with the acrocentric chromosomes 3 and 8 showing the strongest relative enrichment and a slight preference between p-arms. The q-arms of chromosomes 3 and 8, however, exhibit a slight enrichment for contacts with the larger (sub)metacentric chromosomes 1, 2, 4, and 5. Taken together, these observations suggest possible colocalization of the p and q-arms of chromosomes 3 and 8 in *X. tropicalis* blood cell nuclei.

### Future impacts

Anuran amphibians play a central role in biology, not simply as a globally distributed animal group, but also as key subjects for research in areas that range from ecology and evolution to cell and developmental biology. The genomic resources generated here will thus provide important tools for further studies. Given the crucial role of *X. tropicalis* for genomic analysis of development and regeneration^144,145^, the improvements to our understanding of its genome reported here will provide a more finely-grained view of biomedically important genetic and epigenetic mechanisms. This new genome is also important from the standpoint of evolutionary genomics, as comparisons between the genomes of *X. tropicalis* and *X. laevis* shed light on the consequences of genome duplication^145^. The new genome described here for *H. boettgeri*, another pipid frog, is also significant in this regard, as it enables an interesting comparison of *Xenopus* genomes to that of a closely related outgroup. Moreover, the genomes of *E. coqui* and *E. pustulosus* provide a foundation for future studies of the evolution of ontogenies and their underlying developmental mechanisms, as *E. coqui* is a direct-developing frog with no tadpole stage^16^ and *E. pustulosus*, a foam-nesting frog, is a model for studying mating calls and female mate choice^18^. In addition to their interesting life histories, both frogs display distinct patterns of gastrulation^146,147^. Finally, recent work has demonstrated the efficacy of genetic or genomic analysis for understanding the impact of chytrid fungus on various amphibian species^148^. A deeper and broader understanding of amphibian genomes will be useful in the context of the global decline of amphibian populations^149,150^.

*Note added in proof:* The recent finding of tetraploid dwarf clawed frogs from the Congo suggests that the diploid *Hymenochirus* we studied may distinct from *H. boettgeri*^151^.

## Methods

This study complies with the ethical standards set forth by the Institutional Animal Care and Use Committee (IACUC) protocols at the University of California Berkeley, Yale University, University of Cincinnati, and the University of the Pacific. The IACUC and associated facilities are subject to review and oversight by NIH’s Office of Lab Animal Welfare.

### *Xenopus tropicalis* genomic DNA extraction and sequencing

High molecular weight DNA was extracted from the blood of an F_17_ *Xenopus tropicalis* Nigerian strain female^25^. Paired-end (PE) Illumina whole-genome shotgun (WGS) libraries were constructed by the QB3 Functional Genomics Laboratory (FGL) using a KAPA HyperPrep Kit and sequenced on an Illumina HiSeq 2500 as 2 × 250 bp reads by the Vincent J. Coates Genomics Sequencing Lab (VCGSL) at the University of California, Berkeley (UCB). Single-Molecule Real-Time (SMRT) continuous long-read (CLR) sequencing was performed at the HudsonAlpha Institute for Biotechnology (HAIB) on Pacific Biosciences (PacBio) RSII machines with P6-C4 chemistry (Supplementary Data 1). Chromium Genome linked-read (10x Genomics) sequencing was carried out by HAIB on an Illumina HiSeq X Ten. Hi-C libraries were constructed by Dovetail Genomics LLC. See Supplementary Note 1 for more detailed extraction and sequencing methods.

### *Xenopus tropicalis* genome assembly and annotation

Chromium linked-read (10x Genomics) data were assembled with Supernova^152^ (v1.1.5). This assembly was used to seed the assembly of PacBio CLR data using DBG2OLC^153^ (commit 1f7e752). An independent PacBio-only assembly was constructed with Canu^154^ (v1.6-132-gf9284f8). These two assemblies were combined, or metassembled, using MUMmer^155^ (v3.23) and quickmerge^156^ (commit e4ea490) (Supplementary Fig. 1a). Residual haplotypic redundancy was identified and removed (Supplementary Fig. 1b). The non-redundant metassembly was scaffolded with Sanger paired-ends and BAC-ends^45^ using SSPACE^157^ (v3.0) and Hi-C using 3D-DNA^117,158,159^ (commit 2796c3b), then manually curated in Juicebox^160,161^ (v1.9.0). The assembly was polished with Arrow^162^ (smrtlink v6.0.0.47841), Pilon^163^ (v1.23), and then FreeBayes^164^ (v1.1.0-54-g49413aa) with ILEC (map4cns commit dd89f52, https://bitbucket.org/rokhsar-lab/map4cns). The genome was annotated with the DOE-Joint Genome Institute (JGI) Integrated Gene Call (IGC) pipeline^165^ (v5.0) using transcript assemblies (TAs) generated with Trinity^166,167^ (v2.5.1) from multiple developmental stages and tissues (Supplementary Data 1). RepeatModeler^168^ (v1.0.11) was run on all frog species. The frog and ancestral repeat libraries from RepBase^169^ (v23.12) were combined with the repeat consensuses identified by RepeatModeler. The merged repeat library was used to annotate repeats of all frogs with RepeatMasker^170^ (v4.0.7). See Supplementary Note 2 for more detailed assembly and annotation methods.

### *Hymenochirus boettgeri* metaphase chromosome spread

*H. boettgeri* were obtained from Albany Aquarium (Albany, CA). Stage 26 tadpoles (*n* = 10) were incubated at room temperature in 0.01% colchicine and 1× MMR for 4–6 h. After removing the yolky ventral portion of the tadpoles, the remaining dorsal portions were pooled together in deionized water and allowed to stand for 20 min. The dorsal portions were transferred to 0.2 mL of 60% acetic acid in deionized water and allowed to stand for 5 min. The tissue was then pipetted onto a positively charged microscope slide, and excess acetic acid was blotted away. To flatten the tissue and promote chromosome spreading, the slide was covered with a coverslip, and a lead brick was placed on top of it for 5 min. The slide and coverslip were then placed on dry ice for 5 min. The coverslip was removed from the frozen slide, and the slide was stained with 0.1 mg/mL Hoechst Stain solution for 5 min. A fresh coverslip was then mounted on the slide using VectaShield, and the edges were sealed with nail polish. Chromosomes in metaphase spreads (Supplementary Fig. 3a) were imaged on an Olympus BX51 Fluorescence Microscope run with Metamorph (v7.0) software using a 60× oil objective. Chromosome number was counted in 75 separate metaphase spreads.

### Genome and transcriptome sequencing of five pipanurans

Illumina PE 10x Genomics Chromium linked-read whole-genome libraries for *E. pustulosus* (from liver), *E. coqui* (from blood), and *H. boettgeri* (from liver) were sequenced on an HiSeq X at HAIB. PacBio SMRT Sequel I CLR data were generated at UC Davis DNA Technologies and Expression Analysis Core for each of *E. pustulosus* and *H. boettgeri* from liver samples. In addition, two Illumina TruSeq PE libraries (from kidney) and two Nextera mate-pair libraries (from liver) for *E. coqui* were prepared. Hi-C libraries were prepared for *H. boettgeri*, *E. pustulosus*, and *E. coqui* using the Dovetail^TM^ Hi-C Kit for Illumina® (Beta v0.3 Short manual) following the “Animal Tissue Samples” protocol, then sequenced on a HiSeq 4000 at the VCGSL or a NextSeq at Dovetail Genomics.

Illumina TruSeq Stranded mRNA Library Prep Kit (cat# RS-122-2101 and RS-122-2102) libraries were prepared from *E. pustulosus* stages 45 and 56 whole tadpoles (gut excluded) and various adult tissues dissected from frogs maintained at the University of the Pacific. Brain (*n* = 3), dorsal skin (*n* = 2), eggs (*n* = 2), eye (*n* = 2), heart (*n* = 2), intestine (*n* = 2), larynx (*n* = 3), liver (*n* = 2), lung (*n* = 2), and ventral skin (*n* = 2) samples were washed twice with PBS, homogenized in TRIzol Reagent, and centrifuged, followed by flash freezing of the supernatant. RNA was isolated following the *TRIzol Reagent User Guide* (Pub. No. MAN0001271 Rev. A.0) protocol. In addition, *H. boettgeri* eggs were homogenized in TRIzol Reagent and processed according to the manufacturer’s instructions. RNA was then isolated using the QIAGEN RNeasy Mini Kit (cat# 74104). An Illumina mRNA library was prepared using the Takara PrepX RNA-Seq for Illumina Library Kit (cat# 640097) by the QB3 FGL at UCB. All libraries were sequenced at the VCGSL on an HiSeq 4000 as 2 × 151 bp reads. See Supplementary Note 3 for additional details about DNA/RNA extractions and library preparations, and Supplementary Data 1 for a complete list of DNA/RNA sequencing data generated for *E. coqui*, *E. pustulosus*, and *H. boettgeri*.

### Assembly and annotation of five pipanuran genomes

*E. pustulosus* and *H. boettgeri* contigs were assembled with Supernova^152^ (v2.0.1). *E. coqui* contigs were assembled with Meraculous^171,172^ (v2.2.4) and residual haplotypic redundancy was removed using a custom script (align_pipeline.sh v1.0, https://github.com/abmudd/Assembly) before scaffolding with SSPACE^157^ (v3.0). *E. pustulosus* and *H. boettgeri* contigs were ordered and oriented using MUMmer^155^ (v3.23) alignments to PBEC-polished (map4cns commit dd89f52, https://bitbucket.org/rokhsar-lab/map4cns) DBG2OLC^153^ (commit 1f7e752) hybrid contigs (Supplementary Note 3). All three assemblies were scaffolded further with linked reads and Scaff10X (v2.1, https://sourceforge.net/projects/phusion2/files/scaff10x).

*E. pustulosus* and *H. boettgeri* chromosome-scale scaffolds were constructed with Dovetail Genomics Hi-C via the HiRise scaffolder^173^, followed by manual curation in Juicebox^158,160,161^ v1.9.0. Due to the fragmented nature of the *E. coqui* assembly, initial chromosome-scale scaffolds were first constructed by synteny with *E. pustulosus*, then refined in Juicebox^158,160,161^ v1.9.0. Gaps in the *E. pustulosus* and *H. boettgeri* assemblies bridged by PacBio reads were resized using custom scripts (pbGapLen v0.0.2, https://bitbucket.org/rokhsar-lab/xentr10/src/master/assembly) and filled with PBJelly^174^ (PBSuite v15.8.24). These two assemblies were polished with FreeBayes (v1.1.0-54-g49413aa) and ILEC (map4cns commit dd89f52, https://bitbucket.org/rokhsar-lab/map4cns). A final round of gap-filling was then performed on the three assemblies using Platanus^175^ (v1.2.1).

Previously published *L. ailaonicum*^30^ (GCA_018994145.1) *and P. adspersus*^28^ (GCA_004786255.1) assemblies were manually corrected in Juicebox^158,160,161^ (v1.11.08) using their respective Hi-C and Chicago data (Supplementary Data 1). Gaps in the corrected *P. adspersus* scaffolds were resized with PacBio reads (as described above) and filled using Platanus^175^ (v1.2.1) with published Illumina TruSeq PE data obtained from NCBI (PRJNA439445). As described elsewhere^176^, all assemblies were screened for contaminants before scaffolding, and only final scaffolds and contigs longer than 1 kb were retained for downstream analyses. More details on assembly procedures can be found in (Supplementary Note 3).

Genomic repeats in all five species were annotated with RepeatMasker^168,170^ (v4.0.7 and v4.0.9) using the repeat library generated above. Protein-coding genes were annotated for *E. coqui*, *E. pustulosus*, *H. boettgeri*, and *P. adspersus* using the DOE-JGI IGC^165^ (v5.0) pipeline with homology and transcript evidence. For each respective species, newly generated RNA-seq data were combined with public *H. boettgeri*^27^ (BioProject PRJNA306175) and *P. adspersus*^28^ (BioProject PRJNA439445) data and *E. coqui* data (stages 7, 10, and 13 hindlimb [Harvard University]; stage 9–10 tail fin skin [French National Center for Scientific Research]). TAs used as input to IGC were assembled with Trinity^166,167^ (v2.5.1) and filtered using the heuristics described in Supplementary Note 3.

### Synteny and ancestral chromosome inference

One-to-one gene ortholog set between frog proteomes was obtained from the output from OrthoVenn2^64^ (https://orthovenn2.bioinfotoolkits.net) using an *E* value of 1 × 10^−5^ and an inflation value of 1.5 (Supplementary Note 4). The assemblies of all frog species and axolotl were pairwise aligned against the *X. tropicalis* genome using Cactus^177^ (commit e4d0859) (Supplementary Note 4). Pairwise collinear runs were merged into multiple sequence alignments with ROAST/MULTIZ^178^ (v012109) in order of phylogenetic topology from TimeTree^179^ (http://www.timetree.org), then sorted with LAST^180^ (v979) (Supplementary Note 4).

### Phylogeny and estimation of sequence divergence

Fourfold degenerate bases of one-to-one orthologs were obtained and reformatted from the MAFFT (v7.427) alignment as described in ref. ^176^ (Supplementary Note 4). The maximum-likelihood phylogeny was obtained with RAxML^181^ (v8.2.11) using the GTR+Gamma model of substitution with outgroup *Ambystoma mexicanum*. Divergence times were calculated with MEGA7^182^ (v7.0.26) with the GTR+Gamma model of substitution using Reltime method^183^.

### Chromosome evolution

A custom script^176^ (cactus_filter.py v1.0, https://github.com/abmudd/Assembly) was used to extract pairwise alignments from the ROAST-merged MAF file and convert alignments into runs of collinearity. The runs of collinearity were visualized with Circos^184^ (v0.69-6) (Supplementary Note 4) and JCVI^185^ (jcvi.graphics.karyotype v0.8.12, https://github.com/tanghaibao/jcvi).

### Centromeres, satellites, and pericentromeric repeats

Tandem repeats were called using Tandem Repeats Finder^69^ (v4.09; params: *2 5 7 80 10 50 2000 -l 6 -d -h -ngs*). To identify tandem repeats enriched in pericentromeric and subtelomeric regions, we extracted the monomer sequences of all tandem repeats overlapping the region of interest. A database of non-redundant monomers was created by making a dimer database. Dimers were clustered with BlastClust^186^ v2.2.26 (*-S 75 -p F -L 0.45 -b F -W 10*). A non-redundant monomer database was created using the most common monomer size from each cluster. The non-redundant sequences were mapped to the genome with BLASTN^187^ (BLAST+ v2.9.0; *-outfmt 6 -evalue 1e3*). The enriched monomeric sequences in centromeres and subtelomeres were identified by selecting the highest normalized rations of tandem sequence footprints in the region of interest over the remaining portions of the genome. For more detail, see Supplementary Note 5.

### Genetic variation

Reads were aligned with BWA-MEM^188^ (v0.7.17-r1188) and alignments were processed using SAMtools^189^ (v1.9-93-g0ca96a4), keeping only properly paired reads (*samtools view -f3 -F3852*) for variant calling. Variants were called with FreeBayes^164^ (v1.1.0-54-g49413aa; *--standard-filters --genotype-qualities --strict-vcf --report-monomorphic*). Only bi-allelic SNPs with depth within mode ±1.78SDs were retained. An allele-balance filter [0.3–0.7] for heterozygous genotypes was also applied. Segmental heterozygosity/homozygosity was estimated using windows of 500 kb with 50-kb step using BEDtools^190^ (v2.28.0) for pooled samples or snvrate^191^ (v2.0, https://bitbucket.org/rokhsar-lab/wgs-analysis). For more detail, see Supplementary Note 2.

### GC content, gene, and repeat landscape

GC-content percentages were calculated in 1-Mb bins sliding every 50 kb. Gene densities were obtained using a window size of 250 kb sliding every 12.5 kb. The repeat density matrix for *X. tropicalis* was obtained by counting base pairs per 1 Mb (sliding every 200 kb) covered by repeat families and classes of repeats. The principal component analysis (PCA) was performed on the density matrix composed of 7253 overlapping 1-Mb bins and 3070 repeats (Supplementary Note 5). The first (PC1) and second (PC2) components were smoothed using a cubic spline method.

### Chromatin immunoprecipitation

*Xenopus tropicalis* XTN-6 cells^192^ were grown in 70% calcium-free L-15 (US Biologicals cat# L2101-02-50L), pH 7.2/10% Fetal Bovine Serum/Penicillin-Streptomycin (Invitrogen cat# 15140-163) at RT. Native MNase ChIP-seq protocol was performed as described previously in Smith et al.^88^. Approximately 40 million cells were trypsinized and collected; nuclei were isolated by dounce extraction and collected with a sucrose cushion. Chromatin was digested to mononucleosomes by MNase. Nuclei were lysed and soluble nucleosomes were extracted overnight at 4 °C. Extracted mononucleosomes were precleared with Protein A dynabeads (Invitrogen cat# 100-02D) for at least 4 h at 4 °C. A sample was taken for input after pre-clearing. Protein A dynabeads were bound to 10-μg antibody (50 μg/μL final concentration of either Rb-anti-Xl Cenp-a [cross-reactive with *X. tropicalis*], Rb-anti-H4 Abcam cat# 7311, or Rb-anti-H3 Abcam cat# 1791) and incubated overnight with precleared soluble mononucleosomes at 4 °C. Dynabeads bound to 50 μg/μL final concentration of Rabbit IgG antibody (Jackson ImmunoResearch cat# 011-000-003) were collected with a magnet and washed three times with TBST (0.1% Triton X-100) before elution with 0.1% SDS in TE and proteinase K incubation at 65 °C with shaking for at least 4 h. Isolated and input mononucleosomes were size-selected using Ampure beads (Beckman cat# A63880) and prepared for sequencing using the NEBNext Ultra II DNA Library Prep Kit for Illumina (NEB cat# E7654). Three replicates were sequenced on an Illumina HiSeq 4000 lane 2 × 150 bp by the Stanford Functional Genomics Facility. PE reads were trimmed with Trimmomatic^193^ (v0.39), removing universal Illumina primers and Nextera-PE indices. Processed PE reads were mapped with Minimap2^194^ (v2.17-r941) against the unmasked genome reference. SAMtools^189^ (v1.9-93-g0ca96a4) was used for sorting and indexing the alignments. Read counts (mapping quality [MQ] ≥ 0) per 10-kb bin (nonoverlapping) for all samples were calculated with multiBamSummary from deepTools^195^ (v3.3.0). Read counts were normalized by the total number of counts in the chromosomes per sample (Supplementary Note 5). Peaks were called with MACS2^196^ (v2.2.7.1) and custom scripts (https://bitbucket.org/rokhsar-lab/xentr10/src/master/chipseq).

### Recombination and extended subtelomeres

The reads from the F_2_ mapping population^25^ were aligned to the v10 genome sequence using BWA-MEM^188^ (v0.7.17-r1188). Variants were called using FreeBayes^164^ (v1.1.0-54-g49413aa; *--standard-filters --genotype-qualities --strict-vcf* ). SNPs were filtered, and valid F_2_ mapping sites were selected when the genotypes of the Nigerian F_0_ and the ICB F_0_ were fixed and different and there was a depth of at least 10 for each F_0_ SNP. Maps were calculated using JoinMap^197^ v4.1 (Supplementary Note 5, Supplementary Data 2). The variation on the linkage map was smoothed using the “not-a-knot” cubic spline function calculated every 500 kb. The Pearson correlation coefficient, *r*, was calculated between recombination rates and genomic features that include GC content, repeat densities, and densities of reported CTCF and recombination hotspots^198,199^.

### Chromatin conformations and higher-order interactions

Hi-C read pairs were mapped with Juicer^158,159^ (commit d3ee11b) and observed counts were extracted at 1 Mb resolution with Juicer Tools (commit d3ee11b). Centromeres were estimated manually in Juicebox^160^ and refined with Centurion^200^ v0.1.0-3-g985439c using ICE-balanced MQ ≥ 0 matrices (https://bitbucket.org/rokhsar-lab/xentr10/src/master/hic). Rabl-like chromatin structure was visualized with PCA from Knight–Ruiz^201^-balanced MQ ≥ 30 matrices and significance was estimated by permutation testing (10,000 iterations, one-sided *α* = 0.01) using custom R^202^ scripts. Rabl-like constraint between p- and q-arms was measured as the sum of square distances (SSD) in PC1-PC2 dimensions, calculated between nonoverlapping bins traveling sequentially away from the centromere. Inter-/intra-chromosomal contact enrichment analyses were quantified from MQ ≥ 30 matrices using *χ*^2^ tests in R v3.5.0 (hic-analysis.R v1.0, https://bitbucket.org/rokhsar-lab/xentr10/src/master/hic). See Supplementary Note 5 for more details.

### A/B compartments

A/B compartments were called with custom R^202^ scripts (call-compartments.R v0.1.0, https://bitbucket.org/bredeson/artisanal) from Knight–Ruiz-balanced (observed/expected normalized) MQ ≥ 30 Hi-C contact correlation matrices generated with Juicer^158,159^ (Supplementary Note 5). Pearson’s correlation between PC1 from the Hi-C correlation matrix and gene density was used to designate A and B compartments per chromosome.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

### Source data

Source Data

## Data Availability

Data supporting the findings of this work are available throughout the main text, Methods, Supplementary Information, Supplementary Data, or archived in Zenodo (10.5281/zenodo.8393403). All newly generated assemblies, annotations, and raw data are deposited in the NCBI GenBank and SRA databases: *X. tropicalis* under BioProject accession codes PRJNA577946 and PRJNA526297, *E. coqui* under BioProject accession code PRJNA578591, *E. pustulosus* under BioProject accession code PRJNA578590, and *H. boettgeri* under BioProject accession code PRJNA578589. *L. ailaonicum* and *P. adspersus* re-assemblies were deposited at NCBI GenBank under accession DAJOPU000000000 and DYDO00000000, respectively; the versions described in this manuscript are DAJOPU010000000 [https://www.ncbi.nlm.nih.gov/nuccore/DAJOPU000000000.1] and DYDO01000000 [https://www.ncbi.nlm.nih.gov/nuccore/DYDO00000000.1]. Raw *X. tropicalis* ChIP-seq data are available at the NCBI SRA under BioProject accession code PRJNA726269 and the processed data via the NCBI GEO database under series accession GSE199671. The *E. coqui* tail fin RNA-seq data generated in this study have been deposited in the NCBI SRA database under accession code PRJNA1022815. The *E. coqui* hindlimb developmental series RNA-seq data are available under restricted access as the project is not yet published, access can be obtained by contacting Mara Laslo at .  Source data are provided with this paper.

# Supplementary material for: Conserved chromatin and repetitive patterns reveal slow genome evolution in frogs
**Source:** Nat Commun. 2024 Jan 17;15:579. doi: 10.1038/s41467-023-43012-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File name: Supplementary Data 1**

**Description: Table of sequencing data.** An MS Excel file summarizing the sequencing data used to construct the six frog genome assemblies new or updated in this study, as well as the RNA-seq data used for annotating their protein-coding genes. The *X. tropicalis* ChIP-seq data are also included.

**File name: Supplementary Data 2**

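The marker table lets physical and genetic distance be compared along each chromosome. Every marker is a position on the v10 assembly with its place on the linkage map, built from frogs of an F2 cross between the Nigerian and Ivory Coast B strains. A centimorgan is a genetic distance, the length over which 1% of gametes are expected to show a crossover, and the ratio of centimorgans to megabases between markers is the local recombination rate. Where neighbouring markers have the same map position, no crossover was seen between them in this cross. Where the map order of close markers is the opposite of their order on the assembly, a rate computed between them is below 0, which marks the resolution of the map. The last map position is 112.6 cM on chromosome 1 and 90.6 cM on chromosome 10, which are 217.5 and 52.4 Mb long in the 10-kb bins. The last map positions of the 10 chromosomes sum to 1070.2 cM. The last marker lies at 202400000 bp on chromosome 1 and 50000000 bp on chromosome 10, so the map leaves out the sequence beyond it.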

**Description: Genetic markers.** An MS Excel file containing the marker number, locus identifier, chromosome name, centiMorgan position, and nucleotide position for each genetic marker in the F<sub>2</sub> *X. tropicalis* genetic linkage map.

# Supplementary material for: Conserved chromatin and repetitive patterns reveal slow genome evolution in frogs
**Source:** Nat Commun. 2024 Jan 17;15:579. doi: 10.1038/s41467-023-43012-9
**Supplement:** Supplementary file 6 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Metamorph (v7.0), TimeTree (online tool)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Data analysis   | <p>The following software and their versions are declared in the manuscript Methods sections:</p> <p>-----</p> <p>3D-DNA (commit 2796c3b)<br/>Arrow (smrtlink v6.0.0.47841)<br/>BEDtools (v2.28.0)<br/>BLASTN (BLAST+ v2.9.0)<br/>BWA-MEM (v0.7.17-r1188)<br/>BlastClust (BLAST v2.2.26)<br/>Canu (v1.6-132-gf9284f8)<br/>Centurion (v0.1.0-3-g985439c)<br/>Circos (v0.69-6)<br/>DBG2OLC (commit 1f7e752)<br/>deepTools (v3.3.0)<br/>FigTree (commit 901211e, <a href="https://github.com/rambaut/figtree">https://github.com/rambaut/figtree</a>)<br/>FreeBayes (v1.1.0-54-g49413aa)<br/>HiRise (Dovetail Genomics proprietary software)<br/>ILEC (map4cns commit dd89f52, <a href="https://bitbucket.org/rokhsar-lab/map4cns">https://bitbucket.org/rokhsar-lab/map4cns</a>)<br/>Integrated Gene Call (IGC v5)<br/>JoinMap (v4.1)</p> |

JuiceBox (v1.9.0 and v1.11.08)  
 JuicerTools (commits d3ee11b and 94ec691)  
 Juicer (commits d3ee11b and 94ec691)  
 MACS (v2.2.7.1)  
 MAFFT (v7.427)  
 MEGA7 (v7.0.26)  
 MUMmer (v3.23)  
 Meraculous (v2.2.4)  
 Metamorph (v7.0)  
 OrthoVenn2 (<https://orthovenn2.bioinfotoolkits.net>)  
 PBEC (map4cns commit dd89f52, <https://bitbucket.org/rokhsar-lab/map4cns>)  
 PBjelly (PBSuite v15.8.24)  
 Pilon (v1.23)  
 Platanus (v1.2.1)  
 RAXML (v8.2.11)  
 ROAST/MULTIZ (v012109)  
 RepeatMasker (v4.0.7 and v4.0.9)  
 RepeatModeler (v1.0.11)  
 R (3.5.0)  
 SAMtools (v1.9-93-g0ca96a4)  
 SSPACE (v3.0)  
 Scaff10X (v2.1, <https://sourceforge.net/projects/phusion2/files/scaff10x>)  
 Supernova (v1.1.5 and v2.0.1)  
 Tandem Repeats Finder (v4.09)  
 TimeTree (<http://www.timetree.org>)  
 Trimmomatic (v0.39)  
 Trinity (v2.5.1)  
 alignment\_plots.py (v1.0, <https://github.com/abmudd/Assembly>)  
 align\_pipeline.sh (v1.0, <https://github.com/abmudd/Assembly>)  
 cactus (commit e4d0859)  
 cactus\_filter.py (v1.0, <https://github.com/abmudd/Assembly>)  
 hic-analysis.R (v1.0, <https://bitbucket.org/rokhsar-lab/xentr10>)  
 jcvi.graphics.karyotype (v0.8.12, <https://github.com/tanghaibao/jcvi>)  
 last (v979)  
 minimap2 (v2.17-r941)  
 multiBamSummary (deeptools v3.3.0)  
 pbGapLen (v0.0.2, <https://bitbucket.org/rokhsar-lab/xentr10>)  
 quickmerge (commit e4ea490)  
 snvrate (wgs-analysis v2.0, <https://bitbucket.org/rokhsar-lab/wgs-analysis>)

The more detailed Supplementary Notes sections describe the use of the following additional tools:

4Dextract.py (v1.0, <https://github.com/abmudd/Assembly>)  
 Arrow (smrtlink v5.0.0.6792)  
 BLASR (v5.3 and commit 4323a52)  
 BLASTN (BLAST+ v2.3.0, v2.6.0)  
 BUSCO (v3.0.2-11-g1554283)  
 BWA (v0.7.15-r1140)  
 BeforePhylo (commit 0885849, <https://github.com/qiyunzhu/BeforePhylo>)  
 FreeBayes (commit 49413aa)  
 GMAP (version 2019-03-15)  
 GenomeScope (v1.0.0-6-gd2aefdd and v2.0)  
 IGV (v2.7.2)  
 Jellyfish (v2.1.4 and 2.2.0)  
 Newick utilities (v1.6)  
 NOVOPlasty (v2.6.3)  
 NxTrim (commit 53c2193)  
 PBDAGCON (v0.3 and commit 1a2f1e7)  
 PEAR (v0.9.8)  
 SAMtools (v1.6)  
 STARalign.sh (v1.0, <https://github.com/abmudd/Assembly>)  
 STARlong (v2.7.0e and v2.7.1a)  
 STAR (v2.5.3a, v2.7.0e, and v2.7.0f)  
 SeqKit (v0.7.2-dev)  
 TransDecoder (v3.0.1)  
 WOMBAT (v0.1.11, <https://gitlab.com/Bredeson/wombat>)  
 assembly-stats (commit 506a640, <https://github.com/sanger-pathogens/assembly-stats>)  
 assembly-patch-finder (v0.1.0, <https://bitbucket.org/bredeson/artisanal>)  
 assembly-patch-patcher (v0.1.0, <https://bitbucket.org/bredeson/artisanal>)  
 call-compartments.R (v0.1.0, <https://bitbucket.org/bredeson/artisanal>)  
 cluster-collinear-bedpe (v0.0.1, <https://bitbucket.org/bredeson/artisanal>)  
 ea-utils fastq-mcf (commit bd148d4)  
 exonerate (v2.4.0)  
 expand-gaps.py (v0.1.0, <https://bitbucket.org/bredeson/artisanal>)  
 extract2speciesmaf.py (v1.0, <https://github.com/abmudd/Assembly>)

```

filter_trinity.py (v1.0, https://github.com/abmudd/Assembly)
gbs-analysis (commit 80613d5, https://bitbucket.org/rokhsar-lab/gbs-analysis)
tsvkt (commit 80613d5, https://bitbucket.org/rokhsar-lab/gbs-analysis)
maptk (commit 80613d5, https://bitbucket.org/rokhsar-lab/gbs-analysis)
general_decon.sh (v1.0, https://github.com/abmudd/Assembly)
gff3ToGenePred and genePredToProt (KentTools accessed March 5, 2019)
largestgenePred.py (v1.0, https://github.com/abmudd/Assembly)
map4cns (commit dd89f52, https://bitbucket.org/rokhsar-lab/map4cns)
mcscan_convert_links.py (v1.0, https://github.com/abmudd/Assembly)
mcscan_invert_chr.py (v1.0, https://github.com/abmudd/Assembly)
minimap2 (v2.5-284-g1739a26)
mpGapLen (v0.1.0, https://bitbucket.org/bredeson/artisanal)
mt_decon.sh (v1.0, https://github.com/abmudd/Assembly)
nt_decon.sh (v1.0, https://github.com/abmudd/Assembly)
nxtrim_pipeline.sh (v1.0, https://github.com/abmudd/Assembly)
organelle_pipeline.py (v1.0, https://github.com/abmudd/Assembly)
redund-contigs (v0.1.0, https://bitbucket.org/bredeson/artisanal)
repair (v0.1.0, https://bitbucket.org/bredeson/artisanal)
scaffold-read-filter.py (v0.1.0, https://bitbucket.org/bredeson/artisanal)
seqtk (v1.3-r106, https://github.com/lh3/seqtk)
trim_10X.py (v1.0, https://github.com/abmudd/Assembly)

```

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

A reporting summary for this article is available as a Supplementary Information file. Additional data supporting the findings of this work are available throughout the main text, Methods, Supplementary Information, Supplementary Data, or archived in Zenodo (<https://doi.org/10.5281/zenodo.8393403>). Source Data files are provided with this manuscript. All newly generated assemblies, annotations, and raw data are deposited in the NCBI GenBank and SRA databases: *X. tropicalis* under BioProject accession codes PRJNA577946 [<https://www.ncbi.nlm.nih.gov/bioproject/PRJNA577946>] and PRJNA526297 [<https://www.ncbi.nlm.nih.gov/sra/?term=PRJNA526297>], *E. coqui* under BioProject accession code PRJNA578591 [<https://www.ncbi.nlm.nih.gov/bioproject/PRJNA578591>], *E. pustulosus* under BioProject accession code PRJNA578590 [<https://www.ncbi.nlm.nih.gov/bioproject/PRJNA578590>], and *H. boettgeri* under BioProject accession code PRJNA578589 [<https://www.ncbi.nlm.nih.gov/bioproject/PRJNA578589>]. *L. ailaonicum* and *P. adspersus* re-assemblies were deposited at NCBI GenBank under accession DAJOPU0000000000 [<https://www.ncbi.nlm.nih.gov/nuccore/DAJOPU0000000000>] and DYDO0000000000 [<https://www.ncbi.nlm.nih.gov/nuccore/DYDO0000000000>], respectively; the versions described in this manuscript are DAJOPU0100000000 [<https://www.ncbi.nlm.nih.gov/nuccore/DAJOPU0100000000>] and DYDO0100000000 [<https://www.ncbi.nlm.nih.gov/nuccore/DYDO0100000000>]. Raw *X. tropicalis* ChIP-seq data are available at the NCBI SRA under BioProject accession code PRJNA726269 [<https://www.ncbi.nlm.nih.gov/bioproject/PRJNA726269>] and the processed data via the NCBI GEO database under series accession GSE199671 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE199671>]. The *E. coqui* tail fin RNA-seq data generated in this study have been deposited in the NCBI SRA database under accession code PRJNA1022815 [<https://www.ncbi.nlm.nih.gov/sra/?term=PRJNA1022815>]. The *E. coqui* hindlimb developmental series RNA-seq data are available under restricted access as the project is not yet published, access can be obtained by contacting Mara Laslo at .

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender [This manuscript describes no human subjects or biological material.](#)

Reporting on race, ethnicity, or other socially relevant groupings [This manuscript describes no human subjects or biological material.](#)

Population characteristics [This manuscript describes no human subjects or biological material.](#)

Recruitment [This manuscript describes no human subjects or biological material.](#)

Ethics oversight [This manuscript describes no human subjects or biological material.](#)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | <p>No sample sizes were predetermined.</p> <p>The sample size of 75 metaphase chromosome spreads for <i>Hymenochirus boettgeri</i> was determined by the limited number of tadpoles (n=10) available to collect material from and the amount of material required for the preparation of each spread. It is standard in the field to examine between 2 and 10 metaphase plates with well-spread chromosomes to ensure that no chromosomes were uncounted, due to overlap or loss during preparation.</p> <p>Three technical replicates for ChIP-seq experiments is standard for the field.</p> |
| Data exclusions | No exclusion criteria were predetermined. No data were excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Replication     | <p>Metaphase chromosome spreads for <i>Hymenochirus boettgeri</i> were successfully reproduced for all 10 tadpoles (75 total spreads). The mean and mode of the distribution of counts centered on 2n=18 chromosomes (mean <math>\pm</math> SE = 18.09 <math>\pm</math> 0.22) with a frequency of 28 / 75.</p> <p>Three ChIP-seq technical replicates were performed and sequenced. Samples H3 from replicate two and Ig from replicate three did not yield any broad peaks when analyzed with MACS.</p>                                                                                       |
| Randomization   | No randomization was performed. 

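The libraries that gave no broad peaks had no bin at least 5-fold above the input of their replicate. For H3 replicate 2 this was 0 of 144614 bins compared, and for IgG replicate 3 it was 0 of 144645. The ratios were taken after adding 0.1 CPM to each value. At least 2-fold above input were 17 bins of H3 replicate 2 and 4 bins of IgG replicate 3, with 0 of them in the main Cenp-a clusters in both libraries. The remaining H3 library, replicate 3, also had 0 bins at 5-fold and 5 at 2-fold. IgG replicate 2 had 1 bin at 5-fold, on chromosome 3 from 2730001 to 2740000, which held only 9 counts against 14 in the input. It also had 456 bins at 2-fold, of which 1 was in the main clusters, and 218 bins at least 5-fold below input, more than any other library. H4 replicate 1 had 1 bin at 5-fold, on chromosome 2 from 91437366 to 91447365, and 223 at 2-fold, of which 29 were in the main clusters. Over the main clusters together, H3 was 1.10 times input in replicate 2 and 1.32 times in replicate 3, IgG was 1.05 times in replicate 2 and 1.07 times in replicate 3, and H4 was 1.80 times in replicate 1. H4 put 0.306% of its counts there (Wilson 95% confidence interval 0.305% to 0.308%, which covers counting error only), and this difference from H3 has no replicate.

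In the tests across replicates, 0 of 144600 bins were called between H3/H4 and input, while 11766 were higher and 10270 lower at an unadjusted p under 0.05. These last counts depend on the replicates, the scaling and the method. They were 6352 and 5784 without replicate 1, 16196 and 14333 without replicate 2, and 6324 and 5720 without replicate 3. With TMM factors they were 10630 and 11195, and with DESeq2 4221 and 5179. Between IgG and input 0 of 144621 bins were called, with 777 higher and 745 lower at an unadjusted p under 0.05. The size and balance of these numbers also depend on the setting. They were 958 and 636 with TMM factors, 797 and 946 without the replicate block, and 98 and 45 with DESeq2. Only 2 IgG libraries exist, and at the depth of IgG replicate 2 a small difference may not be detectable. In simulated data with these library sizes and the same spread in every bin, 200 of 200 bins changed 8-fold were recovered. Smaller changes were not simulated.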

Data collection did not involve behavioral studies or case-control trials.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Blinding        | No blinding was performed. Data collection did not involve behavioral studies or case-control trials.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>50 ug/uL final concentration of either:</p> <ul style="list-style-type: none"> <li>- Rabbit anti-Xenopus laevis CENP-A (230 ng/uL stock), custom production and affinity purification against the immunizing antigen in the Straight laboratory; or</li> <li>- Rabbit anti-Histone H4, Abcam, ab7311 (0.5 mg/mL stock); or</li> <li>- Rabbit anti-Histone H3 Abcam, ab1791 (0.5 mg/mL stock)</li> </ul> <p>50 ug/uL final concentration of:</p> <ul style="list-style-type: none"> <li>- Rabbit IgG, whole molecule, Jackson ImmunoResearch, 011-000-003 (20 mg/mL stock)</li> </ul> |
| Validation      | <p>Custom antibodies were affinity purified against the antigen and validated by western blotting, immunofluorescence, and immunoprecipitation using <i>Xenopus</i> egg extracts and cultured cells.</p> <p>Commercial antibodies were validated by the manufacturers as described on the product information sheets.</p>                                                                                                                                                                                                                                                               |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                             |
|-------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | XTN-6 cell line was generated from dissociated stage ~20 embryos of NXR <i>Xenopus tropicalis</i> Nigerian strain (NXR_1018, RRID:SCR_013731), sex unknown. |
| Authentication                                                    | None of the cell lines were authenticated.                                                                                                                  |
| Mycoplasma contamination                                          | Cell lines were not tested for mycoplasma contamination.                                                                                                    |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified lines were used in this study.                                                                                                    |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Xenopus tropicalis was obtained from Nasco, highly inbred Nigerian and Ivory Coast strains were obtained from Mustafa Khokha (Yale IACUC Protocol #: 2021-11035). Animals were maintained by the office of Lab Animal care at UC Berkeley, under continuing IACUC AUP-2017-12-10556-1 Richard Harland)<br>Eleutherodactyla coqui (The invasive Hawaiian coqui derived from the Puerto Rican population) HN-11 and NH-13 were adults caught by hand in the wild from the big island by Rick Elinson and transferred to Daniel Buchholz University of Cincinnati IACUC approval 06-10-03-01. Frozen Tissues from euthanized adult animals of unknown sex were provided from the animals.<br>Engystomps pustulosus (Marcos Gridi-Papp) The animals were raised under protocol #16R06 approved by the IACUC Committee of the University of the Pacific, and euthanized to provide frozen tissues from male and female adults and from late stage tadpoles.<br>Hymenochirus boettgeri: 2 adult females purchased from Albany Aquarium. These became lab animals when they entered the UC Berkeley Animal facility maintained by OLAC, under AUP (protocol ID AUP-2014-08-6596-2 ) to Rebecca Heald. |
| Wild animals            | Only applicable for the invasive Hawaiian coqui (derived from the Puerto Rican population). HN-11 and NH-13 were adults caught by hand in the wild from the big island by Rick Elinson (retired). Animals were shipped overnight from Hawaii in breathable, rigid containers with sponges to maintain hydration. The animals were euthanized via overdose of anesthetic tricaine by immersion (0.2% w/v in PBS) at the end of their reproductive life span when they no longer produce egg clutches.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Reporting on sex        | This study makes no claims dependent on sex, and the findings reported in this study are not influenced by the sex of the sampled frog species. All analyses are conducted either at the species level or in X. tropicalis only, which possesses no sex-specific chromosomes.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Field-collected samples | Maintained as described by Elinson RP, del Pino EM, Townsend DS, Cuesta FC, Eichhorn P. 1990. A practical guide to the developmental biology of terrestrial-breeding frogs. Biol Bull 179: 163–177. Male / female pairs were fed twice weekly with calcium-dusted crickets and kept at 25C in 40cm 23cm 29cm plastic containers with mesh lids cleaned as needed and contained a potted plant, water bowl, pvc pipe for egg laying. The animals were euthanized via overdose of anesthetic tricaine by immersion (0.2% w/v in PBS) at the end of their reproductive life span when they no longer produce egg clutches.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Ethics oversight        | This study complies with the ethical standards set forth by the Institutional Animal Care and Use Committee (IACUC) protocols at the University of California, Berkeley, Yale University, University of Cincinnati, and the University of the Pacific. The IACUC and associated facilities are subject to review and oversight by NIH's Office of Lab Animal Welfare.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                     |
|-----------------------|-------------------------------------|
| Seed stocks           | This study uses no plant materials. |
| Novel plant genotypes | This study uses no plant materials. |
| Authentication        | This study uses no plant materials. |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links  
May remain private before publication.

[https://www.ncbi.nlm.nih.gov/sra?linkname=bioproject\\_sra\\_all&from\\_uid=726269](https://www.ncbi.nlm.nih.gov/sra?linkname=bioproject_sra_all&from_uid=726269)  
<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE199671>  
[https://www.ncbi.nlm.nih.gov/gds/?term=GSE199671\[ACCN\]%20AND%20gsm\[ETYP\]](https://www.ncbi.nlm.nih.gov/gds/?term=GSE199671[ACCN]%20AND%20gsm[ETYP])

|                                                                                                         |                                                                                                                     |
|---------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------|
| Files in database submission                                                                            | GSE199671_RAW.tar<br>GSE199671_readCounts_ALL.tab.gz                                                                |
| Genome browser session<br>(e.g. <a href="https://genome.ucsc.edu/s/bredeson/XtrCR%20ChIPseq">UCSC</a> ) | <a href="https://genome.ucsc.edu/s/bredeson/XtrCR%20ChIPseq">https://genome.ucsc.edu/s/bredeson/XtrCR%20ChIPseq</a> |

## Methodology

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | Three ChIP-seq technical replicates were performed and sequenced. Samples H3 from replicate two and Ig from replicate three did not yield any broad peaks when analyzed with MACS.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Sequencing depth        | For each replicate paired end 150bp Illumina sequencing was performed. Replicates ranged from 8M reads to 137M reads, with an average of 47M total number of reads                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Antibodies              | For ChIP-seq, antibodies include Rb-anti-Xl Cenp-a, Rb-anti-H4 (Abcam cat# 7311), and Rb-anti-H3 (Abcam cat# 1791). 

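The deposited counts per library ran from 4.05M in IgG replicate 2 to 229.9M in Cenp-a replicate 3, with a mean of 68.3M and a median of 53.5M over the 11 libraries. A count is a read placed in a bin, so both reads of a pair can be counted. Between 160 bins, in Cenp-a replicate 3, and 417 bins, in IgG replicate 2, held 0 counts. The deepest library had 56.7 times the counts of the shallowest. The ratio of Cenp-a to input in the main clusters was lowest in Cenp-a replicate 2, the shallowest of the 3, and highest in replicate 1 rather than in the deepest, replicate 3.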

Rabbit IgG antibody (Jackson ImmunoResearch cat#011-000-003).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Peak calling parameters | <pre>trimmomatic PE XtGAF1-AGTCAA_S1_L004_R1_001.fastq.gz XtGAF1-AGTCAA_S1_L004_R2_001.fastq.gz -baseout XtGAF1 -phred33 - trimlog XtGAF1-AGTCAA_S1_L004_R1_001.PE.log -summary XtGAF1-AGTCAA_S1_L004_R1_001.PE.sum ILLUMINACLIP:NexteraPE- PE.fa:2:30:10 LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:36 -threads 8 &amp;&amp; mv XtGAF1_1P XtGAF1_1P.fq &amp;&amp; mv XtGAF1_2P XtGAF1_2P.fq  minimap2 -ax sr -t 8 XENTRv10-1.fasta XtGAF1_1P.fq XtGAF1_2P.fq   samtools sort -o XtGAF1-PE_sorted.bam &amp;&amp; samtools index XtGAF1-PE_sorted.bam  multiBamSummary bins -b *PE_sorted.bam --minMappingQuality 0 --labels CenpA H4 S2 -out readCounts.npz --outRawCounts readCounts.tab  multiBamSummary bins -b *PE_sorted.bam --minMappingQuality 0 -out readCounts_ALL.npz --outRawCounts readCounts_ALL.tab  macs2 callpeak -t XtGAF3-PE_sorted.bam -c XtGAF1-PE_sorted.bam --broad -f BAM -g 1.44e+9 -n H3_vs_input-rep2 --outdir macs2_out</pre> |
| Data quality            | <p>Reads were trimmed with Trimmomatic v0.39 filtering for universal Illumina primers and for Nextera-PE indices. Processed PE reads were mapped with minimap2 v2.17-r941. Read counts (MapQ0) per 10-kb bin (non-overlapping) for all samples were calculated with multiBamSummary from deeptools v3.3.0. Read counts were normalized by the total number of counts in the chromosomes per sample.</p> <p>We detected 60 of 1324 total peaks (4.8%), 38/298 (13%) and 2/181 (1.16%) peaks that had a FDR &lt; 5% and a signal level above 5-fold enrichment. 

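Called from the deposited counts with the ratio to the input of the same replicate and no test, 80, 61 and 75 bins were at least 5-fold higher in Cenp-a replicates 1, 2 and 3. Of these, 75, 61 and 74 lay in the main cluster of their chromosome, which is 93.8%, 100% and 98.7%. The main clusters were defined at 5-fold from the same 3 replicates, so such high percentages follow in part from that definition. The bins of single replicates are of fixed size and not MACS2 peaks, so their numbers are not on the scale of the peak counts. For the bins called over the 3 replicates, random placements of the same number of bins over those tested put a median of 14.3% and at most 19.5% in the largest cluster of each chromosome (permutation test with 10000 draws, one-sided p = 0.0001, the smallest these draws can give). Each bin was placed on its own, so any signal wider than 1 bin gives a low p here. Outside the main clusters, 2 adjacent bins were called on chromosome 4, from 17711474 to 17731473, with log2 fold changes of 2.35 and 2.36 (standard error 0.12 for both). They lie within a protein-coding gene, LOC108647437 (17698799 to 17758651). Without replicate 1 both fell under 5-fold, with log2 fold changes of 2.18 and 2.15, and without replicate 3 the bin that starts at 17711474 did, with 2.28. The bin called lower lies on chromosome 3 from 3530001 to 3540000, with a log2 fold change of -2.56 (standard error 0.36), and held 6, 4 and 32 Cenp-a counts against 37, 38 and 75 input counts in replicates 1, 2 and 3. With 0.1 CPM added to each value, Cenp-a was 0.29, 0.40 and 0.23 times input there in replicates 1, 2 and 3. H4 was 0.24 times input in replicate 1, and H3 was 0.66 and 0.35 times in replicates 2 and 3. A loss of Cenp-a alone is therefore not shown. DESeq2 gave no adjusted p-value for this bin, and without replicate 3 its difference was under 5-fold (log2 fold change of -2.11). On the unplaced scaffolds 0 of 102 tested bins were called, with 2 higher and 36 lower at an unadjusted p under 0.05, which became 2 and 25 without replicate 1, 1 and 40 without replicate 2, and 0 and 18 without replicate 3.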

The vast majority of these significant peaks overlap the regions with centromere-associated tandem repeat.</p>                                                                                                                                                                                                                                                                                 |
| Software                | Trimmomatic (v0.39), minimap2 (v2.17-r941), deepTools (v3.3.0), MACS (v2.2.7.1)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |

How the deposited data were processed for this re-analysis (not part of the article)

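The data are 11 native MNase ChIP-seq and input libraries from *X. tropicalis* XTN-6 cells: Cenp-a and input in 3 replicates each, H3 in 2, IgG in 2 and H4 in 1. Sample conditions and replicate numbers were taken from the deposited labels and checked against the paper. The deposited values are raw counts of reads per 10-kb bin. To make these counts, the authors trimmed the reads with Trimmomatic, aligned the pairs with minimap2 to the unmasked v10 genome, sorted the alignments with SAMtools and counted reads per bin with multiBamSummary from deepTools at a mapping quality of 0 or more. The paper's text names no removal of duplicate reads. The per-sample files hold the same values as the columns of the table of all libraries, and no peak list from MACS2 was used here. Because reads of any mapping quality were counted, a read from a satellite array can be placed in another near-identical array, so the counts locate arrays better than they measure each of them.

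The table holds 145051 bins on 10 chromosomes and 47 unplaced scaffolds. Chromosome numbers were given to its sequences by matching the last bin with the end of the last RefSeq gene of the assembly UCB_Xtro_10.0, with a difference of at most 182731 bp. Gene annotations at named positions come from the same gene table, which gives gene limits but not exons. No genome sequence was used here, so the period and identity of the tandem repeats, GC content and mappability were not analysed.

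Library size was the total count on the chromosomes, after the paper. Between 0.0559% and 0.0704% of the counts of a library fell on unplaced scaffolds. Bins with at least 10 counts in at least 50% of the libraries compared were tested with edgeR (version 4.0.16, R 4.3.3) by glmQLFit with robust estimation and glmQLFTest, with no further normalization factor and with the replicate as a block. The comparisons, each fitted on its own libraries, were Cenp-a against input, Cenp-a against H3/H4, H3/H4 against input, and IgG against input in the 2 replicates that have IgG. H3/H4 is H4 of replicate 1 with H3 of replicates 2 and 3, so the antibody and the replicate cannot be separated there. A bin was called at a Benjamini-Hochberg adjusted p-value under 0.05 and at least 5-fold. Standard errors were computed from the same fits, as the absolute log2 fold change divided by the square root of the F statistic. DESeq2 gave larger ones for the named bins, except for the highest bins of chromosomes 5 and 6. For the highest bin it gave 0.25 against 0.16 on chromosome 3 and 1.01 against 0.29 on chromosome 8. The standard errors given here may thus be too small for the spread between replicates.

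The replicate block follows the study's methods, in which MACS2 compared a ChIP library with the input of its replicate and the input was taken from the precleared chromatin. As a check, deviations from the group means were correlated across bins. Libraries with the same number had correlations of 0.127, -0.039 and 0.128 between Cenp-a and input and 0.218, 0.184 and 0.162 between Cenp-a and H3/H4 in replicates 1, 2 and 3. Libraries with different numbers had correlations from -0.212 to 0.142 between Cenp-a and input, the highest being Cenp-a replicate 3 with input replicate 2, and from -0.182 to -0.026 between Cenp-a and H3/H4. The correlations alone thus pair Cenp-a with H3/H4 but not with the inputs.

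Each comparison was tested on simulated data with the real means and library sizes. All bins of a simulation had the same spread between libraries (edgeR's common dispersion, from 0.0059 to 0.0119 across comparisons), and no replicate effect was simulated. The recovery thus holds for this simple setting and says little about bins that vary more. Of the bins changed 8-fold, 199 of 199 were recovered for Cenp-a against input (144592 bins) and 200 of 200 in each of the 3 other comparisons, with 0 unchanged bins called. Comparisons that share libraries were also simulated with no change in any group. Across bins, the Spearman correlation of Cenp-a against input with H3/H4 against input was 0.470 in the simulation and 0.772 in the data.

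Called bins at most 200 kb apart were joined into clusters, and the main cluster of a chromosome is the one with the largest sum of Cenp-a minus input normalized counts. Ratios in single bins had 0.1 CPM added to both values. The share of counts in the main clusters carries a Wilson 95% confidence interval where a single library is reported, and such intervals cover counting error only. Recombination was computed from the marker table of Supplementary Data 2, complete with 1277 markers, between the markers that flank a window of 5 Mb centred on the main cluster. The named positions follow a rule set before the data were examined: the main cluster and the highest bin of each chromosome, the called bins outside the main clusters up to 5, the called lower bins up to 3, the 5 scaffolds with the most called bins, and up to 3 called bins in the control comparisons. Other positions were chosen after their values were seen and are described so.

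The total counts per library, from 4053600 to 229872947, set the precision. The median bin held 24 counts in IgG replicate 2 and 82 in Cenp-a replicate 2, and at least 253 in every other library. Alternatives were TMM factors, DESeq2 (version 1.42.0), no count filter, at least 50 counts in every library, no replicate block, estimation that is not robust, at least 2-fold, an adjusted p under 0.01, each replicate left out in turn, other joining distances, other denominators and scalings of the share of counts, clusters defined without the library measured, and a window of 15 Mb. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.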

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

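The tests of a single library, of unspecific pull-down and of satellite copies were chosen after the result was seen. On chromosome 4, 2 adjacent bins from 17711474 to 17731473 were called higher in Cenp-a than in input, far from the main cluster of that chromosome at 46563929 to 46593928. The paper's main text does not name this position, and its Supplementary Information was not read here. The log2 fold changes were 2.36 (standard error 0.12, adjusted p = 5.03e-14) and 2.35 (standard error 0.12, adjusted p = 8.23e-14; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The ratio of Cenp-a to the input of the same replicate was 6.85, 3.95 and 4.84 in replicates 1, 2 and 3 in the bin that starts at 17721474, and 6.41, 3.63 and 5.42 in the bin that starts at 17711474. The bins lie inside the limits of the protein-coding gene LOC108647437, and exons were not compared. They were not called against H3/H4, and both fell under 5-fold without replicate 1.

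A single library as the origin of this signal is argued against by the lowest of the 6 ratios, which is 3.63. Unspecific pull-down is argued against in replicates 2 and 3, where IgG over input was at most 1.11 in these bins; replicate 1 has no IgG library. What stays open is a copy of the centromeric satellite, in which reads of the centromeric arrays could be placed at any mapping quality, or which could bind Cenp-a itself. The input in these bins was 2.08 to 2.86 times the median bin. In the counts above the flanking bins, the ratio of Cenp-a to input was 25.6, 7.27 and 10.2 in replicates 1, 2 and 3, with a mean of 14.4 ± 9.84 (SD) against 6.97 to 49.0 in the 10 main clusters. Without replicate 1 the mean was 8.75 against 6.24 to 27.5. This comparison decides nothing, because bins chosen for a difference of at least 5-fold lie near that range by construction. No genome sequence was used here to look for the repeat, and no biological explanation was tested.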

How the results depend on the processing

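The setting with no fold minimum and the halved counts in the next part were chosen after the data were seen, and the other alternatives before the data were examined. With TMM factors, no replicate block, estimation that is not robust or an adjusted p under 0.01, the number of bins called between Cenp-a and input was 78, as reported, and under the first 3 of these the 77 higher bins were the same ones. The fits that each left out one replicate called 73 to 79 bins, and the fits against H3/H4 called 59 to 65. In the fits against input, 72, 77 and 75 of the 77 higher bins were called without replicates 1, 2 and 3. The comparison of Cenp-a with H3/H4 gave 60 bins without the replicate block against 62 with it, and taking the pairing out changed no call of a control comparison (0 bins in both).

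A lower fold limit raised most counts. With at least 2-fold, 155 bins were called between Cenp-a and input (130 higher and 25 lower), 1 between H3/H4 and input, and the share of higher bins in the main clusters was 68.5%. With no fold minimum there were 13425 bins between Cenp-a and input (5519 higher and 7906 lower), 194 between Cenp-a and H3/H4, 12 between H3/H4 and input and 3 between IgG and input. In the simulated data, which held 200 changed bins per comparison, the adjusted p alone also called 4, 9 and 13 unchanged bins in the last 3 of these comparisons.

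The number of bins called lower than input rests on bins with few counts. It was 0 with DESeq2 and 0 with at least 50 counts in every library, 2 with no count filter, and 1 to 2 across the fits that each left out one replicate. DESeq2 called 73 bins in all, and the 5 it did not call had no adjusted p-value. The 5 bins not called with at least 50 counts in every library were not tested there.

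The share of called bins in the main clusters was 97.4%, and 100% with bins called against H3/H4, where the 2 bins on chromosome 4 were not called. It was 96.2% to 100% across the fits that each left out one replicate, with 100% without replicate 1. With clusters joined at 50 kb it was 94.8%. All 10 chromosomes had a main cluster that overlapped the reported one under every alternative tried for it. For IgG against input, leaving out a replicate leaves 1 pair and no test; the number of bins with a 5-fold difference was then 0 to 219, with 219 where the shallow IgG replicate 2 was the library left. At least 50 counts in every library left only 7011 bins for IgG, so that setting says little.

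The ratio of Cenp-a to input in the main clusters was 8.56, and 6.08 with H3 or H4 as the denominator, since these were themselves above input there. Leaving out a replicate gave 7.34 to 9.67. The share of input counts was 0.183% of the total and 0.213% when scaled by the median bin, and this scaling left the ratio at 8.46. The share of counts has no denominator, so H3/H4 as the denominator gives no value for it. The recombination rate around the main clusters was 0 cM/Mb at 5 Mb and 0.0378 cM/Mb at 15 Mb, both with p = 0.0002 from a permutation test. The tandem repeat analysis was not run, because no genome sequence was used here.

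Of the 113 values of the 13 named bins under 9 alternatives, 109 were called on the same side and 4 fell under 5-fold: the 2 bins on chromosome 4 without replicate 1, 1 of them without replicate 3, and the lower bin on chromosome 3 without replicate 3. A further 2 were not tested and 2 had no adjusted p-value. Depth limits the IgG comparison above all, with 4053600 counts in replicate 2.

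With 3 libraries per group, 4 splits of the 6 libraries part all 3 pairs, so that the share of splits with as many calls cannot be under 0.05. Between Cenp-a and input, 1 of the 4 splits, the real one, gave as many bins as reported, and between Cenp-a and H3/H4 it was also 1 of 4. Between H3/H4 and input, where 0 bins were called (11766 higher and 10270 lower at an unadjusted p under 0.05, or 10630 and 11195 with TMM factors), all 4 of 4 did, which a count of 0 fixes in advance. With no fold minimum the real split called 12 bins and the 3 others that part all pairs called 0. The other 6 splits part 1 pair only. With the replicate as a block, each of them compares the 2 libraries of that pair and regroups no others. For H3/H4 and input, a split that parts replicate 1 thus compares H4 with input in that replicate. At 5-fold these 6 splits called 0 bins, except the 2 splits of H3/H4 and input that part replicate 1, with 2 bins each. With no fold minimum these 2 called 6346 bins each, far more than the 12 of the real split, the 2 splits of Cenp-a and H3/H4 that part replicate 1 called 159 each against 194, and the others called 0.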

Differences from the paper's values

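The paper gives a depth of 8M to 137M reads per replicate. The counts summed over bins ran from 4.05M in IgG replicate 2 to 229.9M in Cenp-a replicate 3. None of the alternatives set before the data were examined bears on these totals. Halving the counts, as if both reads of each pair were counted, was chosen after seeing the values. The highest total was then 114.9M, within 1.5 times the paper's 137M, while the lowest was 2.03M against the paper's 8M. The mean of 68.3M lies within 1.5 times the paper's 47M, and the halved mean was 34.1M.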

Other observations

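The tests in this part were chosen after the results were seen, except that of IgG at chromosome ends, that of recombination around the main clusters, and the edgeR fits, the one on the unplaced scaffolds and those that leave out a replicate included, which were set before their results.

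The called Cenp-a bins form 11 clusters, and the largest of each chromosome hold 97.4% of the bins. Random placements of whole clusters, each with its width and called bins, reached a median of 74.0% and at most 96.1% (permutation test with 10000 draws, one-sided p = 0.0001, the smallest these draws can give). Clusters scattered over the chromosomes at random are thereby argued against. Placing the bins one by one does not test this, since neighbouring bins share a signal. On chromosome 4, 0 bins were called past the main cluster.

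The ratio of Cenp-a to input in the main clusters differed between replicates, at 11.0, 6.32 and 8.35, and the ratio of H3/H4 to input differed in the same order, at 1.80 (H4), 1.10 (H3) and 1.32 (H3) in replicates 1, 2 and 3. Divided by H3/H4, the Cenp-a ratios were 6.11, 5.77 and 6.35, with an SD of 0.29 in place of 2.34. A candidate explanation is a recovery of centromeric chromatin that the antibodies of a replicate share. Of the 6 ways to pair the 3 Cenp-a ratios with the 3 H3/H4 ratios, 1, the real pairing, gives as small a relative spread, which 3 replicates cannot tell apart from chance, and H4 was used in replicate 1 only.

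H4 lay above H3 in the main clusters. A larger amount of centromeric chromatin in replicate 1 is argued against by its input, which had 0.170% of its counts there, below the 0.189% of both other inputs. IgG over input was at most 1.07, against 1.80 for H4, but no IgG library exists for replicate 1, so unspecific pull-down in that replicate cannot be told apart from a difference between the antibodies. With 1 H4 library, a higher share of H4 than of H3 in Cenp-a nucleosomes stays among the open explanations and was not tested.

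The highest bin outside the main clusters that was not called, on chromosome 2 from 91437366 to 91447365, was chosen after its values were seen. Its log2 fold change of Cenp-a over input was 2.13 (standard error 0.33, adjusted p = 0.0246; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was called without replicate 2, with 2.41. Cenp-a was 7.97, 2.23 and 3.70 times input in replicates 1, 2 and 3. In replicate 1 H4 was 5.49 times input, so the rise was not limited to the Cenp-a library. Cenp-a nucleosomes also hold H4, so this does not argue against an enrichment of Cenp-a. The input bin of replicate 1 held 156 counts. H3 was 1.02 times input in replicate 2 and 1.60 times in replicate 3, and IgG was 1.75 and 1.14 times input in these replicates, so that in replicate 2 Cenp-a lay little above IgG, whose bin held 28 counts. The bin overlaps the protein-coding gene vmp1 and the long noncoding RNA gene LOC116408854. No biological explanation was tested.

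Bins within 5 Mb of a chromosome end had a lower ratio of Cenp-a to input than bins more than 30 Mb from both ends. The difference of the median log2 ratios was -0.32 in the fit, and -0.44, -0.12 and -0.32 in replicates 1, 2 and 3. That all 3 lie below 0, with -0.12 the nearest to 0, argues against a single pair of libraries. The inputs alone are argued against in replicates 2 and 3 by IgG, whose ratio to the same inputs differed by 0.042 in the fit and by 0.14 and 0.00018 in these replicates. H3/H4 over input differed by -0.22, with -0.35 in replicate 1 (H4), 0.02 in replicate 2 (H3) and -0.30 in replicate 3 (H3). Cenp-a against H3/H4 differed by -0.07 in the fit, and by -0.08, -0.14 and -0.019 in replicates 1, 2 and 3. The difference is thus mostly shared with H4 in replicate 1 and with H3 in replicate 3, and not with H3 in replicate 2. A loss of Cenp-a alone therefore cannot be told apart from one that bulk nucleosomes share, because replicate 2 goes the other way from the other 2 replicates. GC content, which the paper describes as elevated in subtelomeres, and digestion by MNase stay open, since no genome sequence was used here. No biological explanation was tested.

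The main Cenp-a clusters lie where the linkage map shows little recombination. In windows of 5 Mb the median rate was 0 cM/Mb (range -0.080 to 0.081, n = 10 chromosomes), where a rate below 0 means that flanking markers are in another order on the map than on the assembly. Random sets of 1 window per chromosome had a median of 0.326 cM/Mb, and p = 0.0002 for a median as low (permutation test with 10000 sets, one-sided). A low rate in any window of this size is thereby argued against. The random windows were not matched for distance to the chromosome ends, and the paper describes the long central parts of chromosomes as cold. The test therefore cannot tell low recombination at the clusters apart from low recombination in central regions. At 15 Mb the median was 0.0378 cM/Mb, with 2.16 cM/Mb on chromosome 3, whose main cluster lies nearest to a chromosome end in percent of length. The paper's value over 5 Mb is 0.01 cM/Mb.

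On the unplaced scaffolds, 0 of 102 tested bins were called, and the highest log2 fold change of Cenp-a over input was 0.86. With no fold minimum 0 were higher and 22 lower, but 6 were lower without replicate 1, 33 without replicate 2 and 6 without replicate 3. At an unadjusted p under 0.05 there were 2 higher and 36 lower with all replicates, 2 and 25 without replicate 1, 1 and 40 without replicate 2, and 0 and 18 without replicate 3.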
